# Inhibition of *Col6a5* Improve Lipid Metabolism Disorder in Dihydrotestosterone-Induced Hyperandrogenic Mice

**DOI:** 10.3389/fcell.2021.669189

**Published:** 2021-05-24

**Authors:** Li-Feng Sun, Ya-Li Yang, Mei-Yue Wang, Hua-Shan Zhao, Tian-xia Xiao, Meng-Xia Li, Bao-Bei Wang, Chen Huang, Pei-Gen Ren, Jian V. Zhang

**Keywords:** dihydrotestosterone, ovary, gonad fat, **Col6a5**, hypertrophy, lipid metabolism

## Abstract

Hyperandrogenism is a key pathological feature of polycystic ovarian syndrome (PCOS). Excess androgen can lead to PCOS-like cell hypertrophy in the ovaries and adipose tissue of rodents. Here, we established a dihydrotestosterone (DHT)-induced hyperandrogenic mouse model to analyze the differences in gene expression and signaling pathways of the ovaries and gonad fat pads of mice treated with or without DHT by RNA microarray analysis. From the results, we focused on the overlapping differentially expressed gene—*Col6a5*—and the major differentially enriched signaling pathway—lipid metabolism. We employed DHT-induced mouse ovarian stromal cell, adipogenic 3T3-L1 cell and hepatic cell line NCTC1469 models to investigate whether androgens directly mediate lipid accumulation and hypertrophy. We found that DHT increased lipid droplet accumulation in ovarian stromal cells and adipogenic 3T3-L1 cells but not NCTC1469 cells. DHT significantly altered stromal cell cholesterol metabolism and steroidogenesis, as indicated by changes in cholesterol levels and the expression of related genes, but these effects were not observed in 3T3-L1 cells. Moreover, *Col6a5* expression was significantly increased in ovaries and gonadal fat pads of DHT-treated mice, and *Col6a5* inhibition alleviated DHT-induced excess lipid accumulation and hypertrophy of ovarian stromal cells and adipogenic 3T3-L1 cells, even improved lipid metabolism in overnourished NCTC1469 cells. Our results indicate that *Col6a5* plays important roles in the pathogenesis of DHT-induced lipid metabolism disorder and the hypertrophy of ovarian stromal cells and adipocytes.

## Introduction

Hyperandrogenism is a complex hormonal disorder with a high incidence rate and a wide range of manifestations. The most common disease associated with hyperandrogenism is polycystic ovary syndrome (PCOS), which is characterized by metabolic and reproductive dysfunction and affects 10–15% of women of childbearing age (Gorry et al., 2006; Fauser et al., 2012). Hyperandrogenic rodent models induced with dihydrotestosterone (DHT), a non-aromatizable androgen, exhibit PCOS-like phenotypes, including irregular cycles, polycystic ovaries, insulin resistance and increased body weight (Manneras et al., 2007; Caldwell et al., 2014). In addition, DHT disrupts pancreatic beta cell function (Wang et al., 2015), cardiac metabolism (Tepavcevic et al., 2014, 2015), and circadian rhythm (Mereness et al., 2015) and leads to hypertension (Hoang et al., 2015) and endothelial dysfunction (Keller et al., 2011).

DHT-treated hyperandrogenic rodents show increased levels of serum cholesterol and triglycerides, which are components of lipid metabolism (Manneras et al., 2007; Salilew-Wondim et al., 2015); increased fat mass based on the enlargement and increased number of adipocytes (Manneras et al., 2007; van Houten et al., 2012; Wang et al., 2015); and pronounced thickening of the theca cell layer and hyperplasia of stroma (Hillier, 1979; Manneras et al., 2007). However, it remains unclear whether cell hypertrophy and lipid accumulation occur simultaneously in ovarian cells as in adipose tissue. Hence, we focused on the mechanism and correlation between cell hypertrophy and lipid accumulation in the ovaries and gonadal fat pads to explore and systematically analyze lipid metabolism-related gene expression and signaling pathways by RNA microarray analysis of DHT-treated mouse ovaries and gonadal fat pads.

Based on the analysis of differentially expressed genes, we selected collagen type VI alpha 5 (*Col6a5*), which was overexpressed in both the hypertrophic ovaries and gonadal fat pats of DHT-treated mice. Collagen is one of the main components of the extracellular matrix (ECM) that plays a role in cell hypertrophy. Many studies have reported that hepatic lipid accumulation is associated with an increase in ECM collagen proteins (Sanyal et al., 2001; Puri et al., 2007; Wada et al., 2013). In addition, integrin, a major collagen receptor expressed on various cell types (Volpes et al., 1991), has been shown to regulate lipid accumulation (Pankov et al., 2005). However, the role of collagen or *Col6a5* in the process of ovarian cell hypertrophy has not yet been reported and deserves further study.

It is generally believed that hyperandrogenism can induce cell hypertrophy (Battaglia et al., 2012; Echiburu et al., 2018). However, whether the disorder originates from the tissue itself or manifests elsewhere and then induces downstream ramifications remains unknown. We hypothesize that androgen acts directly on ovarian cells and adipocytes, leading to lipid metabolism disorder and hypertrophy, which can be ameliorated by *Col6a5* suppression. Therefore, in this study, we established a DHT-induced hyperandrogenic mouse model (Manneras et al., 2007; van Houten et al., 2012) and hyperandrogenic cell models to explore the effects of androgen and the mechanism of *Col6a5*. Our findings highlight the importance of *Col6a5*-mediated androgen actions in lipid metabolism disorder and the process of ovarian stromal cell and adipocyte hypertrophy.

## Materials and Methods

### Ethics

The animal study was reviewed and approved by The Committee on the Use of Live Animals for Teaching and Research, Shenzhen Institutes of Advanced Technology, Chinese Academy of Sciences. All animal experimental methods were performed in accordance with the approved guidelines and regulations.

### Animal Experiments

C57BL/6J wild-type female mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. and acclimated to housing conditions for 1 week at a temperature of 22.0 ± 1°C, humidity of 40–60% and a 12-h light/dark cycle with fresh food and water available *ad libitum.*

At postnatal day 25, mice of comparable body weight were randomly divided into four treatment group (CTRL, DHT, DHT + NC-LV, DHT + *Col6a5*-LV. *n* = 6 per subgroup). The mice from DHT, DHT + NC-LV, DHT + *Col6a5*-LV groups were implanted subcutaneously (sc) with 1.7-cm silicone capsules (size: 1.57 mm inner diameter (ID) × 3.18 mm outer diameter (OD), Dow Corning, United States) containing 5 mg of DHT powder. Control mice (CTRL) received empty capsules (van Houten et al., 2012). *Col6a5*-LV is a recombinant *Col6a5*-CRISPR/Cas9 lentivirus, and NC-LV is a control lentivirus. The lentiviruses were delivered by hydrodynamic tail vein injection from the first day of DHT treatment (106 lentivirus particles/mouse/per week) (Chen and Calvisi, 2014).

Mice were sacrificed at the end of the 60-days treatment period. To determine the stage of the estrous cycle, daily vaginal smears were taken and examined 2 weeks before the animals were killed. The body weight of each mouse was measured every 10 days. In addition, at the end of the 60-days treatment period, blood samples were collected by orbital puncture after the mice were anesthetized with isoflurane, and tissues (ovaries, gonadal fat pads) were isolated and fixed overnight in 4% paraformaldehyde (PFA) or soaked in RNAiso Plus (−80°C cryopreservation).

### Intraperitoneal Glucose Tolerance Test (IPGTT)

For the IPGTT, female mice were fasted for 16 h with free access to drinking water and intraperitoneally (i.p.) injected with D-glucose (2.0 g/kg body weight). Blood glucose levels were measured before and 15, 30, 60, 90, and 120 min after i.p. glucose injection by using an Accu-Chek glucose monitor (Roche Diagnostics Australia Pty. Ltd., Australia) (*n* = 6 per group).

### RNA Analysis by Quantitative PCR (qPCR)

Total RNA from tissues and cells was extracted using RNAiso Plus and subjected to qPCR analysis. RNA samples were reverse transcribed into cDNA according to the manufacturer’s instructions (Toyobo, Osaka, Japan). The PCR mixtures contained 10 μl of SYBR Premix Ex Taq II (Toyobo), 1 μl of each primer, 1 μl of cDNA, and 7 μl of DNase-free water to a final volume of 20 μl. The cycle conditions were 1 min at 95°C, followed by 45 cycles at 95°C for 15 s, 65°C for 30 s, and 72°C for 1 min. The primers were designed on the basis of the published sequences. The RNA levels were calculated by the 2^−^ΔΔ^*CT*^ method, where CT is the cycle threshold (Livak and Schmittgen, 2001; Table 1 contains the primer sequences).

**TABLE 1:** Primer sequences.

Genes name	Upstream primer sequences (5’–3’)	Downstream primer sequences (5’–3’)
β*actin*	GTGACGTTGACATCCGTAAAGA	GCCGGACTCATCGTACTCC
*StAR*	CCGGGTGGATGGGTCAA	CACCTCTCCCTGCTGGATGTA
*P450scc*	CCATCAGATGCAGAGTTTCCAA	TGAGAAGAGTATCGACGCATCCT
*3*β*-HSD*	GGAGGCCTGTGTTCAAGCAA	GGCCCTGCAACATCAACTG
*17*β*-HSD*	TTGTTTGGGCCGCTAGAAG	CACCCACAGCGTTCAATTCA
*Cd36*	AGATGACGTGGCAAAGAACAG	CCTTGGCTAGATAACGAACTCTG
*ADD1*	GGAACATGGCACCAGACCTTC	AAGGCAGGACTCTGTAGAATCA
*MTTP*	ATACAAGCTCACGTACTCCACT	TCTCTGTTGACCCGCATTTTC
*Sf1*	AAAATACGACGACTACCACCAC	GGTGACAAAGTTAGAAGGGTCCA
*DAX1*	GGTCCCTCTTGTACCGCTG	TCTTCTCCGCAGAAACAACAG
*GATA6*	TTGCTCCGGTAACAGCAGTG	GTGGTCGCTTGTGTAGAAGGA
*Twist2*	CGCTACAGCAAGAAATCGAGC	GCTGAGCTTGTCAGAGGGG
*Chop*	CTGGAAGCCTGGTATGAGGAT	CAGGGTCAAGAGTAGTGAAGGT
*Col6a5*	CCAAACATGACACGGATCATCA	GGAACTGTCTTATCAACGTGGT

### Gene Expression Analysis

Ovaries and gonadal fat pads from the Ctrl and DHT treatment groups were sent to Genminix Informatics Ltd., Shanghai, China, for gene expression analysis via the Affymetrix GeneChip^®^ Mouse Transcriptome Assay 1.0 array (*n* = 3 per group). The signatures and abundances of RNAs can be found in National Center for Biotechnology Information, Gene Expression Omnibus (NCBI, GEO) under series number GSE171431.

Differential expression between the comparison groups was determined using online tools from the Gene-Cloud of Biotechnology Information (GCBI)^1^, based on the SAM method for at least three samples per group. GO and annotation analysis of disordered genes was performed using Metascape^2^, based on Fisher’s exact test, which was represented in a 2 × 2 contingency table. mRNA transcripts were analyzed after using GCBI to filter out genes with detection rates below 50% in the overall expression profile. The mRNAs between the comparison groups exhibited expression fold-changes ≥ 2 and *p*-values ≤ 0.01, which were considered significant (Huang et al., 2018). Gene set enrichment analysis (GSEA) was conducted on the desktop version of the GSEA software (v.4.1.0).

### Morphological Analysis

Ovaries and gonadal fat pads were dehydrated with a graded alcohol series and embedded in paraffin. Serial 5-μm sections were stained with hematoxylin and counterstained with eosin. The cell size was measured with Image-Pro Plus 6.0 software. Briefly, the perimeter of the stroma area was manually drawn (Supplementary Figure 2). Then, the area was measured, and the number of cells in the area was counted. The ratio of the cell area to the cell number was calculated. Three to five fields of view were measured on each ovary to cover whole ovarian stromal cells within each section (*n* = 6 per group). The diameters of adipocytes were evaluated by automatically counting bright objects and measuring the mean diameter. Three to five fields of view were measured on each gonadal fat pad to cover adipocytes of different sizes within each section (*n* = 6 per group).

Immunohistochemistry (IHC) and Immunofluorescence (IF) were carried out on 5-μm paraffin-embedded ovaries sections. After deparaffifinization and rehydration, 3% H_2_O_2_ was used to block endogenous peroxidase activity for 30 min at room temperature. For non-specific binding inhibition, the sections were blocked with 1% BSA for 1 h and incubated overnight at 4°C with anti-*Col6a5* antibody (diluted 1:100, ThermoFisher, PA570781) and anti-PLIN2 antibody (diluted 1:100, Abcam, ab108323). After washing, the sections were incubated with HRP-Goat-anti-Rabbit antibody (diluted 1:200, Abcam, ab97051) or Alexa-488-Donkey anti- rabbit (diluted 1:200, Invitrogen, A21206) for 1 h. IHC staining was visualized using the 3,3’-Diaminobenzidine (DAB) Substrate Kit for Peroxidase (Beyotime, P0203), and the slides were counterstained with hematoxylin. For IF staining, sections were viewed under an Olympus microscope after the nuclei were stained with DAPI (diluted 1:1,000, sigma, D9542). Control sections were immunostained with non-specific IgG to check for non-specific staining.

### Triglyceride (TG) and Total Cholesterol (TC) Content

The TG and TC contents in mice ovarian stromal cells and 3T3-L1 cells were analyzed. The cells were washed with PBS, harvested by trypsinization and then resuspended in 1 ml PBS (∼10^6^ cells). The cell suspension was homogenized by sonication for 5 min. The TG and TC contents were determined using a commercial assay kit according to the manufacturer’s protocol (GPO-PAP, Nanjing Jiancheng Bioengineering Institute, Nanjing, China). The protein concentration was determined using the Pierce^TM^ BCA Protein Assay Kit.

### Stromal Cell Isolation and Culture

We used 21-day-old immature female mice for this study. The collection and purification of ovarian stromal cells were performed as described previously (Magoffin and Erickson, 1988; Duleba et al., 1997). Briefly, the ovaries were removed from the animals and dissected from the oviducts and fat under a dissecting microscope. After 60 min of collagenase digestion, stromal cells were purified using discontinuous Percoll gradient centrifugation. The stromal cells were incubated at a density of 10^4^ cells/ml. The cultures were carried out for 48 h at 37°C in an atmosphere of 5% CO_2_ humidified air in serum-free McCoy’s 5A culture medium supplemented with 1% antibiotic/antimycotic mix and 10% fetal bovine serum (FBS). All cultures were carried out in the presence of ovine luteinizing hormone (LH) (5 ng/ml).

### *Col6a5* Knockdown in Stromal Cells and NCTC1469 Cells

For transient transfection, stromal cells and NCTC1469 cells were grown to 80% confluence with complete medium and transfected with *Col6a5*-siRNA (sense 5′–3′ CCAAUUACCUGGGAAUUAATT, antisense 5′–3′ UUAAUUCCCAGGUAAUUGGTT) or negative control siRNA (NC-RNA, sense 5′–3′ UUCUCCGAACGUGUCACGUTT, antisense 5′–3′ ACGUGACACGUUCGGAGAATT) using Lipofectamine 2000 reagent (Invitrogen). At 4–6 h post-transfection, the cells were washed and incubated in conditioned medium (complete medium containing DHT or inhibitors) for 24 h. The extent of *Col6a5* knockdown with siRNA was shown in Supplementary Figure 6.

### Packaging of the Recombinant Lentiviral Vectors

The *Col6a5* sgRNA CRISPR/Cas9 All-in-One Lentivector with the target sequence TGTTTGCCCCAAACATGACA (K4947208, Applied Biological Materials (ABM) Inc., Vancouver, Canada) was cotransfected with the packaging plasmids pHelper1.0 and pHelper2.0 into 293T cells to prepare the recombinant lentiviral vector *Col6a5*-LV. Scrambled sgRNA CRISPR/Cas9 All-in-One Lentivector was used as the control lentivirus [NC-LV including the target sequence GCACTCACATCGCTACATCA (K010, ABM)]. These vectors were concentrated to 10^7^ lentivirus particles/ml. The concentration of lentivirus particles was measured with a commercial ELISA kit (Beijing Biodragon lmmunotechnologies Co., Ltd., Beijing, China).

### *Col6a5* Knockdown in 3T3-L1 Cells

3T3-L1 preadipocytes [American Type Culture Collection (ATCC)] were allowed to grow to 60% confluence in 6-well plates, and then the cells were infected with lentivirus (1 ml *Col6a5*-LV plus 1 ml complete medium). Twelve hours post-infection, the medium was replaced with fresh complete medium. Three to four days later, the infected cells were cultured with 10 μg/ml puromycin for 1 week for selection. Control cell lines were generated in the same way as described above with the control lentivirus (NC-LV). The extent of *Col6a5* knockdown with lentivirus was shown in Supplementary Figure 6.

### 3T3-L1 Induction Into Adipocytes

3T3-L1 preadipocytes were allowed to grow to 80% confluence in complete medium (high glucose Dulbecco’s modified Eagle’s medium (Gibco), 10% FBS and 1% antibiotic/antimycotic mix). Then, the 3T3-L1 preadipocytes were seeded in 6-well plates and stimulated with 0.5 mM 1-isobutyl-3-methylxanthine (IBMX), 1 mM dexamethasone, and 10 μg/ml insulin for 2 days. DMEM was then replenished with the addition of 10 μg/ml insulin for 2 days, and then the medium was replaced with DMEM without insulin for 2 days (Li et al., 2016).

### FBS-Induced Steatosis in NCTC1469 Cells

NCTC1469 cells were routinely cultured in growth medium (DMEM with 10% FBS and 1% penicillin-streptomycin solution) in a humid incubator at 37°C and 5% CO_2_. Fat-overloading induction of the cells was performed when the cells grew to 80% confluence; the growth medium was removed, and the cells were divided into two groups: the control group and the model group. The control group was cultured in growth medium, and the model group was cultured in high-FBS medium (DMEM with 50% FBS and 1% penicillin-streptomycin solution) for 24 h to induce steatosis (Liu and Huang, 2016).

### DHT Cell Treatment

For steroid treatment experiments, DHT (in 100% EtOH) at the appropriate concentration (0.1, 1, 10, and 100 μM) or EtOH vehicle was added to the culture medium (to a final EtOH concentration of 0.00001%) (Mereness et al., 2015). Stromal cells and NCTC1469 cells were treated with DHT for 24 h. 3T3-L1 cells were treated for 6 days.

### Stage-Specific Inhibition of Lipid Accumulation in Cells

To explore which stages of lipid accumulation in cells were affected by DHT, the cells were treated with stage-specific inhibitors, simvastatin (an inhibitor of cholesterol synthesis), ezetimibe (an inhibitor of cholesterol uptake), and 4-phenylbutyric acid (4-PBA, an inhibitor of endoplasmic reticulum stress). Inhibitors (in 100% EtOH) at the appropriate concentration or EtOH vehicle was added to the culture medium (to a final EtOH concentration < 0.001%). The doses were as follows: simvastatin (0.005, 0.05, and 0.5 μM), ezetimibe (0.3, 3, and 30 μM) and 4-PBA (0.01, 0.1, and 1 μM) (Yu et al., 2006; Zhang et al., 2012; Tung et al., 2015). Stromal cells and NCTC1469 cells were treated with inhibitor for 24 h, and 3T3-L1 cells were treated for 6 days.

### Oil Red O Staining

Intracellular lipid accumulation was determined by Oil Red O staining. After removal of the culture media, the cells were washed twice with PBS, fixed with 4% PFA, and stained with Oil Red O (six parts 0.6% Oil Red O dye in isopropanol and four parts water) for 30 min. After rinsing three times with distilled water, the cells were photographed under a microscope.

To quantify lipid accumulation, lipids and Oil Red O were dissolved in isopropanol, and absorbance was measured by a microplate spectrophotometer at 500 nm. The percentage of Oil Red O-stained material relative to that in control wells was calculated as the absorbance at 500 nm (sample)/the absorbance at 500 nm (control) (Li et al., 2016).

### Hormone Assay

The serum of mice treated with or without DHT were collected, and DHT levels were measured with a mouse DHT ELISA kit (Jiangsu Enzyme Biotechnology, MB-3267A). The intra- and interassay error rates among all assays were less than 10 and 15%, respectively.

### Statistical Analysis

Results are expressed as mean ± SEM. Duncan’s multiple range test for individual comparison repeated measures ANOVA was used to analyzed body weight and serum glucose. Mann-Whitney *U*-test (a non-parametric statistical approach) was used to compare the mean DHT concentration, ovarian stromal cells areas, adipocyte diameters, mRNA levels, lipid concentration, TG concentration, and TC concentration between both groups and Fisher’s exact test (a non-parametric statistical approach) was used to compare the rates of irregular cycles between both groups in SPSS 21.0 package for Windows. *P*-values < 0.05 were considered significant.

## Results

### PCOS-Like Phenotypes in DHT-Treated Mice

To demonstrate the effects of DHT, parameters representing reproduction and metabolism were measured. The DHT levels in DHT-treated mice were significantly increased compared with those in placebo-treated mice (Figure 1A). In the late stage of the treatment, DHT-treated mice had higher body weights than placebo-treated mice (Figure 1B). The blood glucose levels of DHT-treated mice were higher than those of placebo-treated mice at 30 min after i.p. glucose injection (Figure 1C). DHT-treated mice had fewer regular cycles of 3–5 days than placebo-treated mice (Supplementary Figure 1A), resulting from prolong and stagnant estrus cycle, suggesting that the DHT-treated mice were acyclic (Figure 1D).

**FIGURE 1:**
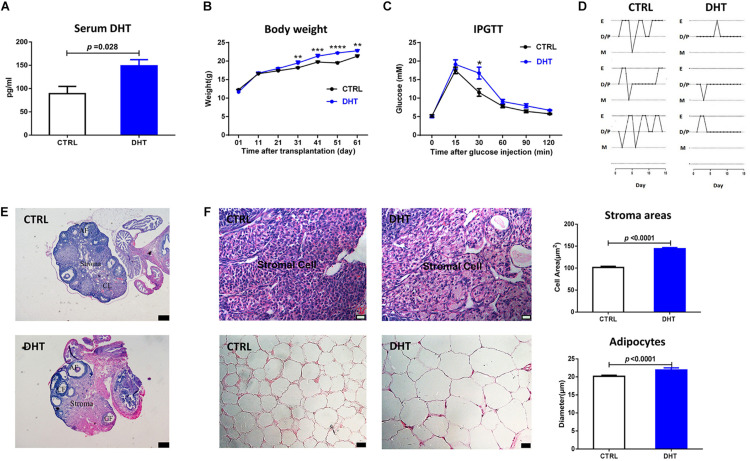
PCOS-like characteristics in DHT-treated mice. **(A)** Serum DHT level. **(B)** Body weight changes in mice. **(C)** Blood glucose changes in the IPGTT. **(D)** Estrous cycles. **(E)** Typical histological image of hematoxylin and eosin (H&E)-stained ovaries (corpora lutea, CL, cystic follicle, CF, antral follicle, AF, scale bars = 200 μm). **(F)** Morphology and mean size of ovarian stroma areas and adipocytes; *n* = 6. mean ± S.E.M. Mann-Whitney *U*-test for **(A,F)**, Duncan’s multiple range test for individual comparison repeated measures ANOVA test for **(B,C)**, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Cell Hypertrophy and Lipid Accumulation in DHT-Treated Mice

The ovaries of DHT-treated mice showed no corpora lutea but some cyst-like antral follicles (Figure 1E and Supplementary Figure 1B). The stromal area and the diameters of the adipocytes was larger in DHT-treated mice than in placebo-treated mice (Figure 1F and Supplementary Figures 3, 4). These results suggest that DHT may induce the accumulation of lipid droplets in the stroma of ovaries and adipocytes of gonadal fat pads.

### Changed mRNAs Associated With Lipid Metabolism in the Ovaries and Gonadal Fat Pads of DHT-Treated Mice

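RNA from the ovaries and from the gonadal fat pads of 3 DHT-treated and 3 placebo-treated mice was hybridised to 12 Affymetrix mouse transcriptome arrays. The mice were C57BL/6J females that received a capsule with 5 mg DHT, or an empty capsule, at 25 days of age and kept it for 60 days. The values the authors deposited are on the log2 scale, 1 per transcript cluster and array, summarised and normalized by them. The submitters' processing notes name MAS5, and the normalization is not given in the sources used here. The array medians lay between 4.35 and 4.43 in the ovaries and between 3.30 and 3.52 in gonadal fat, so each tissue was tested by itself and levels were not compared between tissues. The difference between 2 replicates of a group had an SD across genes of 0.20 to 0.29 in the ovaries and 0.21 to 0.28 in gonadal fat.  In the gonadal fat columns, 26501 of the 65929 transcript clusters (40.2%) carried the value of another cluster. They are the clusters of chromosomes 10 to 19, whose values stood 58 places away from their names, together with 58 clusters of chromosome 1 that are not placed along it. Sorting the names with the sign "_" ahead of the digits pairs the values with their names again. Adipoq, which encodes the adipocyte hormone adiponectin, had a mean of 2.26 in gonadal fat as deposited and of 9.67 after the re-pairing. Across the displaced clusters, the ovary and gonadal fat means had a Pearson's r of 0.0139 as deposited and of 0.946 after it, against 0.943 over the other 39428 clusters; these are correlations across genes, which are not independent replicates. Every gonadal fat value given here uses the re-paired order.  A gene entered the test of a tissue where its transcript cluster lay above the array's median in at least 3 of that tissue's 6 arrays, which left 19086 genes in the ovaries and 19224 in gonadal fat. Only clusters with 1 gene symbol were used, and the cluster with the highest mean stood for a gene with several. DHT-treated and placebo-treated mice were compared with limma, a linear model whose test borrows the spread of all genes, since a permutation test of 3 mice against 3 cannot give a p below 0.10. Where all 3 arrays of a group lay below their medians, a change is given as at least that against those medians. This bound concerns the low values alone and does not cover sampling error. A gene is said to have risen or fallen at an adjusted p of at most 0.10, and to be dysregulated where it also changed at least 2-fold with an unadjusted p of at most 0.05. Among the 35 gene lists, those of the study's ovary and gonadal fat lipid genes hold genes the study chose on these samples. The others were written from general knowledge of the tissues, with the paper at hand, before the data were examined. The lists were tested with camera at a preset correlation of 0.01 between genes. With a correlation estimated from the arrays, no list passed in either tissue. The gene sets of the paper's GO and GSEA analyses were not used here. The labels call the replicates biological but do not say whether the ovary and the fat pad of 1 number came from the same mouse, and the number of arrays limits the precision of every value.

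**Figure D1:**
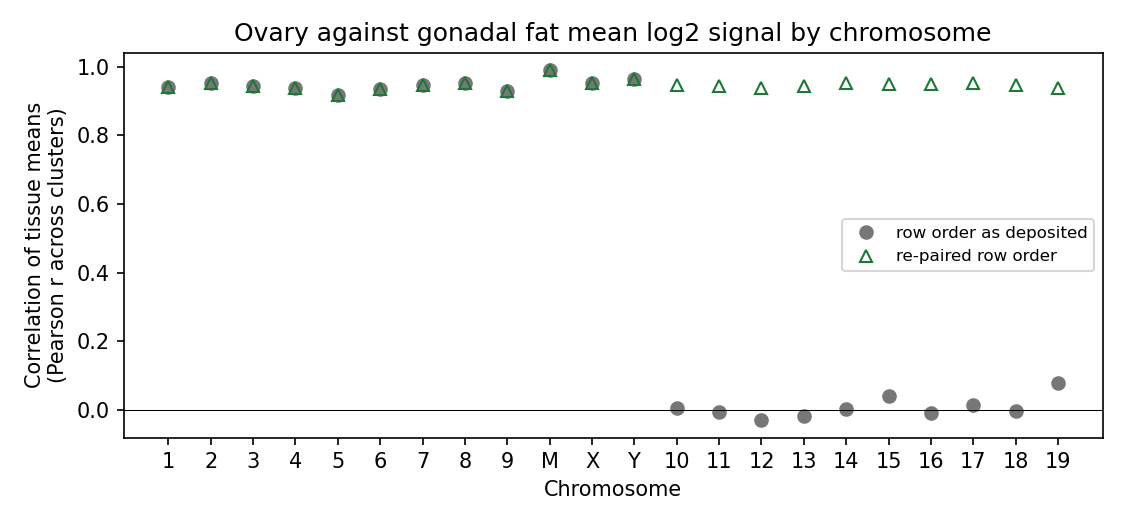
Pearson's r between the ovary and gonadal fat means of all transcript clusters of a chromosome, for the deposited order and the re-paired order of the gonadal fat values. As deposited, chromosomes 10 to 19 lie between -0.0304 and 0.0774, and after the re-pairing between 0.937 and 0.954.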

The enriched gene ontology (GO) terms comprised 114 bioprocesses in ovaries. 

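In the ovaries of DHT-treated mice, all 18 genes tested of cholesterol synthesis had a lower mean than in placebo-treated mice, but 1 passed the test. Mvk, the mevalonate kinase of that route, fell by 0.41 (standard error 0.07, adjusted p = 0.09) on the log2 scale, and 17 did not pass (17 lower and none higher when adjusted over the list alone). Hmgcs1, which makes HMG-CoA, had a log2 fold change of -1.45 (adjusted p = 0.142) and Fdps, which makes farnesyl diphosphate, one of -1.54 (adjusted p = 0.16). The list had a median log2 fold change of -0.73 (camera adjusted p = 8.09e-10, and adjusted p = 0.419 with an estimated correlation and 0.161 with fry). Of 16 genes of steroidogenesis, none rose, 3 fell and 13 did not pass the test (2 higher and 10 lower when adjusted over the list alone). Those that fell were Star, which carries cholesterol into mitochondria, Cyp11a1, which cleaves its side chain, and Akr1c18, which inactivates progesterone. This list had a median log2 fold change of -0.48 (camera adjusted p = 0.00289, and adjusted p = 0.419 with an estimated correlation). Of 8 corpus luteum markers tested, 6 of which are also in the lipid or steroid lists, none rose, 5 fell and 3 did not pass the test (none higher and 8 lower when adjusted over the list alone). They had a median log2 fold change of -2.47 (camera adjusted p = 5.95e-10, and adjusted p = 0.266 with an estimated correlation), and 4 of them were picked by the study on these samples. Among 16 genes of lipolysis and lipid droplets, Lipe, the hormone-sensitive lipase, fell by 0.35 (adjusted p = 0.09), and the rest did not pass the test (7 lower and none higher when adjusted over the list alone). The lipolysis list had a median log2 fold change of -0.27 (camera adjusted p = 8.3e-05, and adjusted p = 0.109 with an estimated correlation). Among 26 genes of fatty acid oxidation, Cpt1a, which takes fatty acids into mitochondria, fell by 0.44 (adjusted p = 0.037), and the rest did not pass (3 lower and none higher when adjusted over the list alone). That list had a median log2 fold change of -0.11 (camera adjusted p = 0.000808, and adjusted p = 0.266 with an estimated correlation). The mean of 4 adipocyte transcripts, Adipoq, Retn, Plin1 and Cidec, was 6.52, 5.64 and 5.91 in the ovary arrays of DHT-treated mice. In those of placebo-treated mice it was 7.58, 6.80 and 6.63 (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). With this mean as a covariate, chosen after seeing the data, the median of the cholesterol synthesis list was -1.21. When 1 array was left out at a time, Mvk and Cpt1a each lost their call in 5 of 6 fits and Lipe in all 6, with the direction unchanged (adjusted p up to 0.261, 0.155 and 0.287).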

The top 10 enriched terms sorted in descending order based on −log(*P*)-values referred to the regulation of lipid metabolic processes (GO: 0019216) and lipid catabolic processes (GO: 0016042) (Figure 2A, left). 

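Of the 62 dysregulated genes in the ovaries, 8 belong to 10 lists of lipid metabolism, where 0.575 would be expected (Fisher's exact test, one-sided, p = 1.03e-07; 177 of the 19086 genes tested are in the lists). Star, Cyp11a1, Akr1c18, Ptgfr, Scd1 and Gm2a were lower in DHT-treated mice, while Fabp3, a carrier of fatty acids in the cytosol, and Ptgr1, which reduces prostaglandins and leukotrienes, were higher. Ptgr1 rose by 1.18 (standard error 0.17, adjusted p = 0.0553) on the log2 scale, with means of 7.76 ± 0.34 against 6.58 ± 0.11 (SD, n = 3 per group, adjusted p from limma), and it lost its call in 4 of the 6 fits that left out 1 array. The paper names all 8, so the lists, written with the paper at hand, are not independent evidence for them. Star, Cyp11a1, Akr1c18 and Ptgfr are also in the list of corpus luteum markers, and the paper's histology describes no corpora lutea after DHT. Fisher's test counts genes as independent, so it cannot tell a response of lipid metabolism from a loss of luteal tissue. Of 21 genes of prostaglandin metabolism, 1 rose, 2 fell and 18 did not pass the test (2 higher and 2 lower when adjusted over the list alone). Besides Ptgr1 these were Akr1c18 and Ptgfr, the receptor of prostaglandin F2 alpha. The prostaglandin list had a median of 0.06 and a mean of -0.36, which differ in sign, and its test was upward (camera adjusted p = 0.96). Of 12 genes of lipid uptake, 1 rose, none fell and 11 did not pass the test (2 higher and 1 lower when adjusted over the list alone), and the 1 that rose was Fabp3. The lipid uptake list had a median of -0.02 and a mean of 0.04, again of opposite sign, with an upward test (camera adjusted p = 0.781). The number of lipid genes among the dysregulated genes was 1 without DHT replicate 1 (one-sided Fisher's exact p = 0.244), 3 without DHT replicate 2, 0 of 14 without DHT replicate 3, 15 without control replicate 1, 2 without control replicate 2 and 2 without control replicate 3. It was 16 each with SAM, the method the paper names, with all 12 arrays in 1 fit and with the criteria of the paper's methods, 5 with no filter on low values and 3 at an adjusted p of at most 0.05. With the mean of the adipocyte transcripts as a covariate it was 4 of 21, and with that of a list of oviduct markers 8 of 84. Without both arrays that held the most oviduct transcripts, DHT replicate 3 and control replicate 2, it was 0 of 5. These settings were all chosen after seeing the data.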

The top 10 enriched terms sorted in descending order based on the numbers of changed genes also included lipid metabolic processes (GO: 0006629) (Figure 2A, right). Gene enrichment analysis also identified a significant decrease in metabolic processes including fatty-acyl-CoA metabolic process, long-chain-fatty-acyl- CoA metabolic process, neutral-lipid metabolic process, very-long-chain-fatty-acid metabolic process, and membrane-lipid catabolic process (Supplementary Figure 5).

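All 16 genes tested of fatty acid synthesis had a lower mean in the ovaries of DHT-treated mice, but 3 passed the test. Of these 16, none rose, 3 fell and 13 did not pass the test (none higher and 14 lower when adjusted over the list alone). Scd1, the stearoyl-CoA desaturase, fell together with Acly, which makes cytosolic acetyl-CoA, and Me1, which supplies NADPH. Acly fell by 0.82 (standard error 0.13, adjusted p = 0.071) on the log2 scale, from 9.25 ± 0.25 to 8.43 ± 0.10 (SD, n = 3, limma), and Me1 fell by 0.72 (standard error 0.12, adjusted p = 0.0802). The fatty acid synthesis list had a median log2 fold change of -0.65 (camera adjusted p = 1.83e-10, and adjusted p = 0.109 with an estimated correlation). Of 32 genes of fatty-acyl-CoA metabolism, none rose, 3 fell and 29 did not pass the test (2 higher and 15 lower when adjusted over the list alone); those that fell were Scd1, Acly and Gpam. Gpam, which attaches the first acyl group in glycerolipid synthesis, fell by 0.79 (standard error 0.12, adjusted p = 0.0606) and was also the 1 gene to pass among 14 of triglyceride synthesis (8 lower and none higher when adjusted over the list alone). The acyl-CoA list had a median log2 fold change of -0.28 (camera adjusted p = 5.92e-06, and adjusted p = 0.109 with an estimated correlation). The triglyceride list had a median log2 fold change of -0.21 (camera adjusted p = 1.38e-05, and adjusted p = 0.109 with an estimated correlation). Of 20 genes of membrane lipid breakdown, none rose, 2 fell and 18 did not pass the test (none higher and 3 lower when adjusted over the list alone). They were Gm2a, the activator of ganglioside GM2 breakdown, and the ceramidase Asah2, which fell by 0.40 (adjusted p = 0.0805), and the list did not pass (median -0.02, camera adjusted p = 0.541). Of 14 adipocyte genes, Lipe fell and the others did not pass (1 higher and 5 lower when adjusted over the list alone). Retn, an adipocyte hormone, had means of 6.71 ± 0.67 against 8.25 ± 0.49 (log2 fold change -1.54 (adjusted p = 0.173)), and Plin1, which coats lipid droplets, had a log2 fold change of -0.52 (adjusted p = 0.26). Acly, Me1 and Gpam each lost their call in 5 of the 6 fits that left out 1 array, and Asah2 in all 6, with the direction unchanged (adjusted p up to 0.227, 0.236, 0.178 and 0.231).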

**FIGURE 2:**
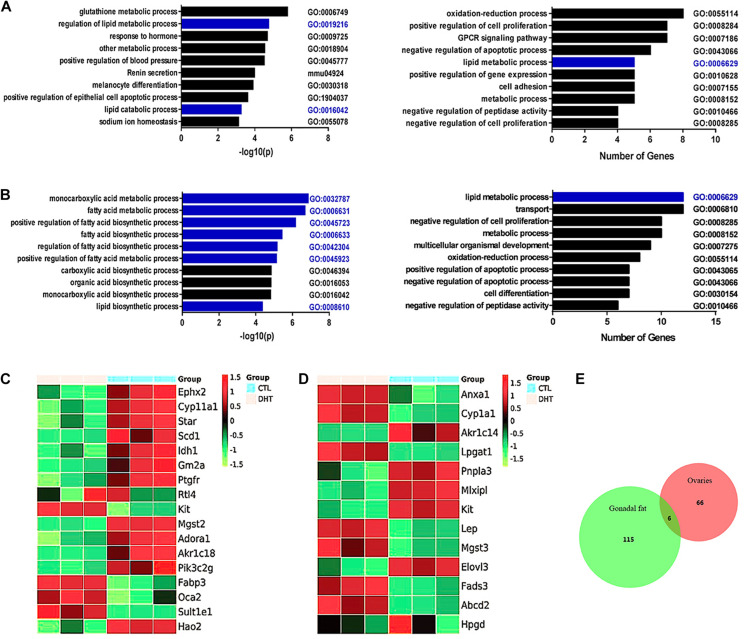
Gene expression analysis of ovaries and gonadal fats from ctrl and DHT treated mice. **(A)** Gene ontology (GO) term enrichment analysis of altered mRNAs in ovaries. Left panel show the top 10 biology processes based on the statistical significant for altered mRNAs. Right panel show the top 10 biology processes based on the amount of altered mRNAs; *n* = 3. **(B)** Gene ontology (GO) term enrichment analysis of altered mRNAs in gonadal adipose tissues. Left panel show the top 10 biology processes based on the statistical significant for altered mRNAs. Right panel show the top 10 biology processes based on the amount of altered mRNAs; *n* = 3. **(C)** Altered mRNAs associated with lipid metabolic processes in ovaries (Up-regulated, red, Down-regulated, green, *n* = 3). **(D)** Altered mRNAs associated with lipid metabolic processes in gonadal adipose tissues (Up-regulated, red, Down-regulated, green, *n* = 3). **(E)** Venn diagram shows the aggregation relationship between ovaries and adipose tissues with abnormal expression of genes affected by DHT. Overlapping region include *Col6a5*; *n* = 3.

The enriched GO terms contained 99 bioprocesses in gonadal fat pads. 

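Of 17 enzymes and regulators of fatty acid synthesis tested in gonadal fat of DHT-treated mice, 1 rose, 6 fell and 10 did not pass the test (1 higher and 14 lower when adjusted over the list alone). The fatty acid elongases Elovl3, Elovl5 and Elovl6 fell, as did Mlxipl, a transcription factor that turns on the genes of this route, Acaca, the acetyl-CoA carboxylase, and Pnpla3, a lipid droplet protein with lipase activity. The desaturase Fads3 rose. Elovl5 fell by 0.82 (adjusted p = 0.0219) and Elovl6 fell by 2.09 (standard error 0.50, adjusted p = 0.0892) on the log2 scale, the latter with means of 6.80 ± 1.14 against 8.89 ± 0.46 (SD, n = 3 per group, limma). Acaca, given here after its values were seen, fell by 1.03 (adjusted p = 0.0984). The list had a median log2 fold change of -0.83 (camera adjusted p = 1.02e-07, and adjusted p = 0.461 with an estimated correlation and 0.137 with fry). Of 15 genes of triglyceride synthesis, 3 rose, none fell and 12 did not pass the test (3 higher and none lower when adjusted over the list alone). Mogat1, which acylates monoacylglycerol, rose by 0.77 (adjusted p = 0.0116), and Pck1, which feeds glycerol synthesis in adipocytes, by 1.40 (adjusted p = 0.0611), with Lpgat1, an acyltransferase, as the other. The triglyceride list did not pass (median 0.02, camera adjusted p = 0.499). Of 14 adipocyte genes, 4 rose, none fell and 10 did not pass the test (9 higher and none lower when adjusted over the list alone). Lep, the adipocyte hormone leptin, rose with Lipe, with Cebpa, a regulator of adipocyte differentiation, by 0.64 (adjusted p = 0.0182), and with the receptor Acvr1c by 0.75 (adjusted p = 0.0786). The adipocyte list had a median log2 fold change of 0.36 (camera adjusted p = 3.93e-05, and adjusted p = 0.461 with an estimated correlation). Elovl6 lost its call in 5 of the 6 fits that left out 1 array (adjusted p up to 0.286), as did Pck1 and Acvr1c in 4 each (up to 0.223 and 0.198). Elovl5 and Cebpa lost theirs without DHT replicate 2 alone (adjusted p = 0.105 and 0.109), and Elovl6 without a filter on low values (adjusted p = 0.14). Acaca lost its call in 5 of those 6 fits (adjusted p up to 0.308), without the filter (0.147) and with an intensity trend in limma (0.102).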

The top 10 enriched terms sorted based on − log(*P*)-values referred to the regulation of monocarboxylic acid metabolic processes (GO: 0032787), fatty acid metabolic processes (GO: 0006631), the positive regulation of fatty acid biosynthetic processes (GO: 0045723), fatty acid biosynthetic processes (GO: 0006633), the regulation of fatty acid biosynthetic processes (GO: 0042304), the positive regulation of fatty acid metabolic processes (GO: 0045923), and lipid biosynthetic processes (GO: 0008610) (Figure 2B, left). It is worth emphasizing that when based on the number of changed genes, the lipid metabolic process was the top enriched term (GO: 0006629) (Figure 2B, right). 

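Of the 110 dysregulated genes in gonadal fat, 12 are in the 10 lists of lipid metabolism, where 0.984 would be expected (Fisher's exact test, one-sided, p = 2.94e-10; 172 of the 19224 genes tested are in the lists). Abcd2, Fads3, Hpgd, Lpgat1 and Pck1 were higher in DHT-treated mice, and Acaca, Akr1c14, Elovl3, Elovl6, Mlxipl, Pnpla3 and Ptges were lower. The paper names 9 of the 12, all but Acaca, Elovl6 and Pck1, so the test is not independent evidence for those 9. Of 19 genes of prostaglandin metabolism, 1 rose, 3 fell and 15 did not pass the test (2 higher and 5 lower when adjusted over the list alone). Hpgd, which breaks prostaglandins down, rose, while Ptges, which makes prostaglandin E2, Akr1c14, a dehydrogenase of steroids, and the receptor Ptgfr fell, Ptgfr by 0.49 (adjusted p = 0.0791) on the log2 scale in limma's test. The list had a median log2 fold change of -0.10 (camera adjusted p = 0.0319, and adjusted p = 0.461 with an estimated correlation and 0.266 with fry). Of 26 genes of fatty acid oxidation, 2 rose, none fell and 24 did not pass the test (2 higher and none lower when adjusted over the list alone). They were Abcd2, which carries very-long-chain fatty acids into peroxisomes, and Ppara, a nuclear receptor that turns on fatty acid oxidation, which rose by 0.76 (standard error 0.12, adjusted p = 0.0224). The oxidation list did not pass (median 0.03, camera adjusted p = 0.278). Without DHT replicate 2 the lipid genes among the dysregulated genes numbered 6 of 69 (one-sided Fisher's exact p = 3.53e-05), and they numbered 6 of 95 in the deposited row order and 6 of 65 with undisplaced clusters alone, both settings chosen after seeing the data. Ppara lost its call without DHT replicate 2 or control replicate 3 (adjusted p up to 0.105) and Ptgfr in all 6 fits that left out 1 array (adjusted p up to 0.28), and the prostaglandin list without DHT replicate 3 (adjusted p = 0.188) or control replicate 1 (adjusted p = 0.21), with a stricter filter on low values (0.166) and with none (0.104).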

Gene enrichment analysis also identified a significant decrease in fatty-acyl-CoA metabolic process, very-long-chain-fatty-acid metabolic process, long-chain-fatty-acyl-CoA metabolic process, neutral-lipid catabolic process, and increase in lipid import into cell (Supplementary Figure 5).

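Of 12 genes that bring lipid into adipocytes tested in gonadal fat of DHT-treated mice, 3 rose, none fell and 9 did not pass the test (3 higher and none lower when adjusted over the list alone), and 3 of the 12 had a lower mean. Cav1, the main protein of caveolae, rose by 0.83 (standard error 0.10, adjusted p = 0.00767) on the log2 scale in limma's test. The fatty acid transporter Cd36 rose by 0.47 (adjusted p = 0.0401), and Lpl, which frees fatty acids from circulating triglyceride, by 0.41 (adjusted p = 0.0734). The uptake list had a median log2 fold change of 0.16 (camera adjusted p = 0.0231, and adjusted p = 0.461 with an estimated correlation). Of 16 genes of lipolysis and lipid droplets, 3 rose, 1 fell and 12 did not pass the test (8 higher and 1 lower when adjusted over the list alone). The droplet coat protein Plin4 rose by 0.80 (adjusted p = 0.00856), and the lipases Pnpla2 and Lipe by 0.45 (adjusted p = 0.0502) and 0.38 (adjusted p = 0.0572), while Pnpla3 fell. This list had a median log2 fold change of 0.23 (camera adjusted p = 0.0243, and adjusted p = 0.461 with an estimated correlation and 0.137 with fry). Of 33 genes of fatty-acyl-CoA metabolism, 1 rose, 5 fell and 27 did not pass the test (3 higher and 12 lower when adjusted over the list alone). Elovl3, Elovl5, Elovl6 and Acaca fell with Acot3, which splits acyl-CoA, the last by 0.79 (standard error 0.18, adjusted p = 0.0713); Elovl1, an elongase of very long chains named here after its values were seen, rose by 0.40 (adjusted p = 0.0984). The acyl-CoA list had a median log2 fold change of -0.14 (camera adjusted p = 0.00386, and adjusted p = 0.494 with an estimated correlation and 0.276 with fry). Of 21 genes of membrane lipid breakdown, the ceramidase Acer2 rose by 0.56 (adjusted p = 0.0551), and 20 did not pass (4 higher and none lower when adjusted over the list alone). The membrane lipid list had a median log2 fold change of 0.07 (camera adjusted p = 0.0278, and adjusted p = 0.461 with an estimated correlation and 0.137 with fry). Of 10 mesothelial markers, none rose, 2 fell and 8 did not pass the test (none higher and 7 lower when adjusted over the list alone): Wt1 fell by 0.73 (adjusted p = 0.0521) and the keratin Krt7 by 0.44 (adjusted p = 0.069), and the list had a median log2 fold change of -0.43 (camera adjusted p = 3.93e-05, and adjusted p = 0.461 with an estimated correlation and 0.137 with fry). None of 15 macrophage markers passed (2 higher when adjusted over the list alone), and their list had a median log2 fold change of 0.27 (camera adjusted p = 0.00111, and adjusted p = 0.461 with an estimated correlation and 0.239 with fry). None of 8 smooth muscle markers passed either (none over the list alone), among them Myh11, the smooth muscle myosin, with a log2 fold change of -1.12 (adjusted p = 0.313), and their list had a median log2 fold change of -0.91 (camera adjusted p = 0.00346, and adjusted p = 0.461 with an estimated correlation and 0.362 with fry). The call of the lipolysis list was lost without DHT replicate 1 (adjusted p = 0.219), after quantile normalization (0.135), with a stricter filter on low values (0.166) and with all 12 arrays in 1 fit (0.281), that of the membrane lipid list after quantile normalization (0.113) and with the stricter filter (0.191), and that of the smooth muscle list without control replicate 1 (0.114). In the deposited row order and with undisplaced clusters alone, both chosen after seeing the data, the calls of the acyl-CoA list (0.152 and 0.183) and of the membrane lipid list (0.179 and 0.35) were lost. When 1 array was left out at a time, Cav1 and Plin4 kept their calls in every fit, while Cd36 lost its call in 2, Wt1 in 3, Pnpla2 and Acer2 in 4, Krt7, Acot3 and Elovl1 in 5, and Lpl and Lipe in all 6. Elovl1 also lost it after quantile normalization (adjusted p = 0.14), without a filter on low values (0.121) and in the deposited row order (0.11).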

Genes associated with lipid metabolic processes that were altered in DHT-treated mouse ovaries were selected and analyzed (Figure 2C). 

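The genes that fell in the ovaries of DHT-treated mice included those that start steroid hormone synthesis. Star fell by 2.57 (standard error 0.34, adjusted p = 0.0471) on the log2 scale, with means of 7.86 ± 0.56 against 10.43 ± 0.50 (SD, n = 3 per group, limma). Cyp11a1 fell 2.83-fold (log2 standard error 0.18, adjusted p = 0.037), with means of 10.57 ± 0.28 against 12.07 ± 0.27. Akr1c18 fell by at least 6.03 (adjusted p = 0.0791), but its placebo-treated mice differed widely among themselves (3.99 ± 0.10 against 10.44 ± 2.39). Ptgfr fell by 3.93 (standard error 0.66, adjusted p = 0.0791). Among enzymes of fatty acid handling, Scd1 fell by 1.57 (standard error 0.24, adjusted p = 0.0606), Ephx2, which hydrolyses epoxides of fatty acids, by 1.57 (adjusted p = 0.0608), and Hao2, a peroxisomal oxidase, fell by 1.52 (adjusted p = 0.0314). Gm2a fell by 1.31 (adjusted p = 0.0791), Pik3c2g, a lipid kinase, by at least 0.75 (adjusted p = 0.0948), Mgst2, a microsomal glutathione transferase, by 1.30 (adjusted p = 0.00317), and Idh1, which supplies NADPH in the cytosol, by 1.16 (adjusted p = 0.0815). Fabp3 rose by 1.87 (standard error 0.16, adjusted p = 0.0146), with means of 10.14 ± 0.08 against 8.27 ± 0.33, and Oca2, a melanosomal transport protein, rose by 1.69 (adjusted p = 0.098). Sult1e1, the estrogen sulfotransferase, was not tested, since fewer than 3 of 6 arrays lay above their medians, with means of 4.99 ± 0.96 against 2.45 ± 0.05; without the filter it was higher by at least 0.62 (adjusted p = 0.116) and did not pass. No transcript cluster carried Adora1 as its only symbol. In all, 14 of the study's 16 lipid genes were tested in the ovaries, of which 3 rose, Kit among them, and 11 fell (3 higher and 11 lower when adjusted over the list alone). The study chose these genes on these samples, so their count is not independent evidence of their direction. All 14 kept their direction in each of the 6 fits that left out 1 array, but the number past the threshold was 4 without DHT replicate 1, 6 without DHT replicate 2, 2 without DHT replicate 3, 12 without control replicate 1, 5 without control replicate 2 and 5 without control replicate 3, and Kit and Mgst2 passed in each. With the mean of the adipocyte transcripts as a covariate 4 of the 14 passed, and with that of the oviduct markers all 14 did. Without both arrays that held the most oviduct transcripts 1 passed, in a fit of fewer arrays. These settings were all chosen after seeing the data.

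**Figure D2:**
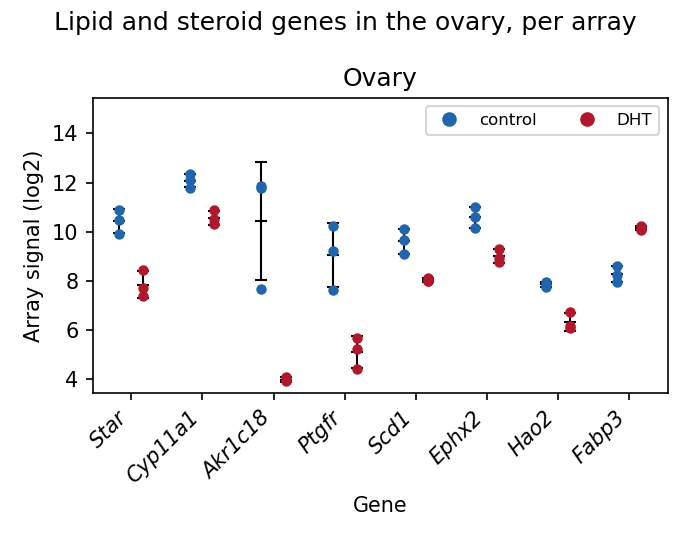
Log2 signal of 8 lipid genes in the ovaries of DHT-treated and placebo-treated mice, with 1 point per array and bars for the mean and its SD (n = 3 per group). Star, Cyp11a1, Akr1c18, Ptgfr, Scd1, Ephx2 and Hao2 lie lower in DHT-treated mice and Fabp3 lies higher.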

Compared with placebo-treated mice, DHT-treated mice showed decreased expression of *Adora1, Ephx2, Idh1, Scd1, StAR, Akr1c18, Cyp11a1, Hao2, Gm2a, Pik3c2g, Ptgfr*, and *Mgst2* and increased expression of *Fabp3, Kit, Oca2* and *Sult1e1*.

Altered genes associated with lipid metabolism processes in the gonadal fat pads of DHT-treated mice were selected and analyzed (Figure 2D). Compared with placebo-treated mice, DHT-treated mice showed decreased expression of *Elovl3, Kit, Mlxipl, Akr1c14*, and *Pnpla3* and increased expression of *Cyp1a1, Hpgd, Lep, Anxa1, Abcd2, Fads3, Lpgat1*, and *Mgst3*.

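Leptin and an enzyme of xenobiotic metabolism had the largest rises among these genes in gonadal fat. Cyp1a1 rose by 3.08 (standard error 0.25, adjusted p = 0.00246) on the log2 scale, with means of 8.01 ± 0.41 against 4.93 ± 0.41 (SD, n = 3 per group, limma). Lep rose by 2.08 (standard error 0.15, adjusted p = 0.00213), with means of 9.88 ± 0.16 against 7.79 ± 0.28. Hpgd rose by 1.48 (standard error 0.22, adjusted p = 0.0213), and Fads3 by 1.32 (adjusted p = 0.00352). Abcd2 rose by 1.12 (adjusted p = 0.00749), Anxa1, a phospholipid-binding protein that limits inflammation, by 1.12 (adjusted p = 0.012), Lpgat1 by 1.10 (adjusted p = 0.0043), and Mgst3, a microsomal glutathione transferase, by 1.08 (adjusted p = 0.0241). Among the genes that fell, Elovl3 fell by 1.89 (standard error 0.22, adjusted p = 0.00731), with means of 3.72 ± 0.45 against 5.61 ± 0.21. Mlxipl fell by 1.31 (standard error 0.11, adjusted p = 0.00246), Akr1c14 by 1.43 (adjusted p = 0.0234) and Pnpla3 by 1.29 (adjusted p = 0.0205). With Kit, which also fell, all 13 of the study's genes passed the test, 8 higher and 5 lower (the same counts when adjusted over the list alone), and since the study chose them on these samples this is not independent evidence. The list had a median of 1.10 (camera adjusted p = 0.0428, and adjusted p = 0.461 with an estimated correlation), and its camera call was lost with all 12 arrays in 1 fit (adjusted p = 0.102). Akr1c14 and Pnpla3 lost their calls without DHT replicate 2 (adjusted p = 0.105 for each), and the other 11 passed in each of the 6 fits that left out 1 array.

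**Figure D3:**
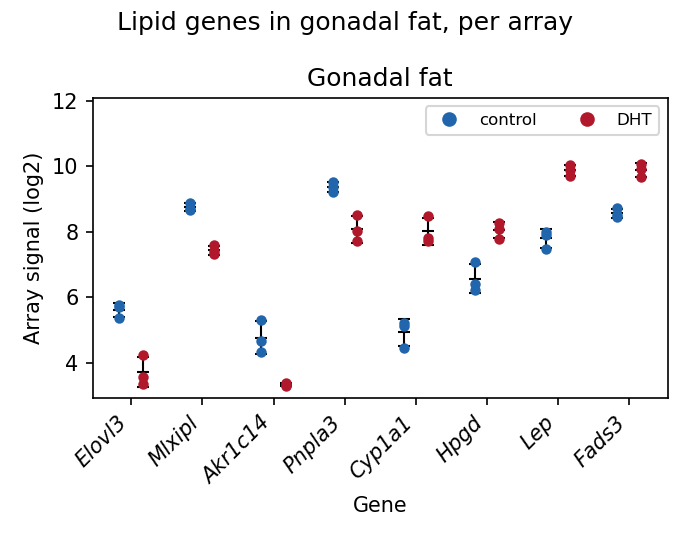
Log2 signal of 8 lipid genes in the gonadal fat of DHT-treated and placebo-treated mice, with 1 point per array and bars for the mean and its SD (n = 3 per group). Cyp1a1, Hpgd, Lep and Fads3 lie higher in DHT-treated mice, and Elovl3, Mlxipl, Akr1c14 and Pnpla3 lie lower.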

Gene expression was analyzed via the transcriptome array. According to the stricter selection criteria [fold-change ≥ 2, p ≤ 0.05 and false discovery rate (FDR) ≤ 10%], 66 mRNAs in the ovaries (Figure 2E, red circle) and 115 mRNAs in the gonadal fat pads (Figure 2E, green circle) were dysregulated in DHT-treated mice compared with placebo-treated mice. 

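In the ovaries, 62 genes were dysregulated in DHT-treated mice, 22 higher and 40 lower, and at the adjusted p alone 104 rose and 137 fell. Vcam1, an adhesion molecule for leukocytes, rose by 3.22 (standard error 0.10, adjusted p = 0.000439) on the log2 scale, with means of 9.63 ± 0.19 against 6.41 ± 0.06 (SD, n = 3 per group, limma). Other genes with large rises were Bpifb5 (2.29, adjusted p = 0.0146), Itih2, which binds hyaluronan to the matrix (1.87, adjusted p = 0.0538), Svs5 (1.57, adjusted p = 0.0586) and Rtl4 (at least 0.89, adjusted p = 0.0213). Fabp3-ps1, a pseudogene that may share probe sequence with Fabp3, rose by 2.00 (adjusted p = 0.0146). Sfrp4, a secreted Wnt antagonist, fell by 4.92 (standard error 0.49, adjusted p = 0.0213), Abcb1b, an efflux pump, fell by 3.16 (adjusted p = 0.0146), Nrcam, a cell adhesion molecule, by at least 2.36 (adjusted p = 0.042), and Tnc, the matrix protein tenascin C, by 2.17 (adjusted p = 0.0593). Tmem178 fell by 2.15 (adjusted p = 0.00701) and Mrap, a partner of the ACTH receptor, by 1.74 (adjusted p = 0.0146). In gonadal fat, 110 genes were dysregulated, 75 higher and 35 lower, and at the adjusted p alone 514 rose and 234 fell. Sult1e1 rose by at least 3.43 (adjusted p = 0.0014), with means of 6.87 ± 0.68 against 1.97 ± 0.14. Npr3, which clears natriuretic peptides, rose by 2.29 (adjusted p = 0.00352), Vgll3, a cofactor of transcription, by 2.10 (adjusted p = 0.00352), Nnat by 2.08 (adjusted p = 0.00352), the metallothionein Mt2 by 1.96 (adjusted p = 0.00355) and Pkp2, a desmosome protein, by 1.97 (adjusted p = 0.00233). Adap2 rose by 1.94 (adjusted p = 0.0014) and Tpmt by 1.92 (adjusted p = 0.0141). Rgs16, a brake on G protein signalling, fell by 2.97 (standard error 0.28, adjusted p = 0.00352), Rspo3, which strengthens Wnt signalling, by 2.08 (adjusted p = 0.0698), Pgm3 by 2.04 (adjusted p = 0.052) and Lum, the matrix proteoglycan lumican, fell by 2.03 (adjusted p = 0.0318). Ppp1r3b, a regulator of glycogen synthesis, fell by 1.90 (adjusted p = 0.0502), C1qtnf3 by 1.89 (adjusted p = 0.0329), Pde5a, which degrades cGMP, by 1.74 (adjusted p = 0.0336) and the pseudogene Mup-ps18 by at least 1.06 (adjusted p = 0.0401). The ovary count was 30 without DHT replicate 1, 33 without DHT replicate 2 and 14 without DHT replicate 3. It was 92 without control replicate 1, 38 without control replicate 2 and 34 without control replicate 3. Of these genes, 27, 31, 11, 51, 35 and 32 were among the 62. Without both arrays that held the most oviduct transcripts (chosen after seeing the data) the ovary count was 5, with 4 among the 62. It was 105 with SAM, the method the paper names, 107 with all 12 arrays in 1 fit and 99 with the criteria of the paper's methods. At an adjusted p of at most 0.05 it was 36. With the mean of the adipocyte transcripts as a covariate it was 21, and with that of the oviduct markers 84, both chosen after seeing the data. Itih2 lost its call in 5 of the 6 fits that left out 1 array, Svs5, Nrcam and Tnc in 4, and Bpifb5, Fabp3-ps1, Sfrp4 and Abcb1b in 1. The gonadal fat count was 69 without DHT replicate 2 (66 of them among the 110) and 65 with undisplaced clusters alone (chosen after seeing the data). Rspo3 lost its call in all 6 fits that left out 1 array, Pgm3 in 4, Ppp1r3b and Mup-ps18 in 2, and Lum and C1qtnf3 in 1.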

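The genes dysregulated in both tissues were Col6a5, C7, Kit, Rgcc and E030003E18Rik. They make 5 among the 18053 genes tested in both, where 0.232 would be expected (Fisher's exact test, one-sided, p = 3.38e-06). Both the expected count and this p take the tissues as independent, while arrays of the same number correlated across tissues, so they may overstate the evidence. Only 10 splits keep the arrays of a number together, too few for a test, and the highest other split gave 0 shared genes. Col6a5, which encodes the alpha 5 chain of collagen VI and lies on chromosome 9, rose by 1.59 (standard error 0.14, adjusted p = 0.0146) on the log2 scale in the ovaries, with means of 7.55 ± 0.22 against 5.96 ± 0.19 (SD, n = 3 per group, limma). In gonadal fat it rose by 1.62 (standard error 0.12, adjusted p = 0.00213), with means of 6.76 ± 0.20 against 5.14 ± 0.10. C7, a component of the complement system, rose by 3.40 (standard error 0.18, adjusted p = 0.00414) in the ovaries and by 3.29 (standard error 0.33, adjusted p = 0.00424) in gonadal fat. Kit, a receptor tyrosine kinase, rose by 1.68 (standard error 0.14, adjusted p = 0.0146) in the ovaries and fell by 1.17 (standard error 0.11, adjusted p = 0.00352) in gonadal fat. Rgcc, a regulator of the cell cycle, fell by 1.04 (adjusted p = 0.0791) in the ovaries and rose by 1.14 (adjusted p = 0.00352) in gonadal fat. E030003E18Rik, a transcript without a named product, rose by 1.86 (adjusted p = 0.0146) and by 1.19 (adjusted p = 0.0255). Thus 3 of the 5 changed in the same direction. Of the 5 collagen VI genes tested in the ovaries, Col6a5 rose, none fell and 4 did not pass (1 higher and none lower when adjusted over the list alone). Their median was -0.13 and their mean 0.22, with an upward test (camera adjusted p = 0.96). In gonadal fat, Col6a5 and Col6a6 rose, the latter by 0.40 (adjusted p = 0.0611), none fell and 3 did not pass (2 higher and 2 lower when adjusted over the list alone). There the median was -0.43 and the mean 0.12, with an upward test (camera adjusted p = 0.499). In the ovaries Col6a1, Col6a2 and Col6a3 had log2 fold changes of -0.13 (adjusted p = 0.635), -0.09 (adjusted p = 0.795) and -0.15 (adjusted p = 0.68), and in gonadal fat of -0.54 (adjusted p = 0.342), -0.43 (adjusted p = 0.41) and -0.46 (adjusted p = 0.365). The number of shared genes was 3 without ovary DHT replicate 3, where Col6a5 lost its call in the ovaries (adjusted p = 0.103), and 0 without both ovary arrays that held the most oviduct transcripts, where it had an adjusted p of 0.262 (chosen after seeing the data). It was 2 in the deposited row order, with undisplaced clusters alone and with the mean of the adipocyte transcripts as a covariate, Col6a5 being 1 of the 2 in each. With the mean of the oviduct markers as a covariate the number of shared genes was 5. All of these settings were chosen after seeing the data. Rgcc lost its call in the ovaries in 5 of the 6 fits that left out 1 array, Col6a6 in gonadal fat in 5 and E030003E18Rik in gonadal fat in 1 (adjusted p up to 0.25, 0.27 and 0.105).

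**Figure D4:**
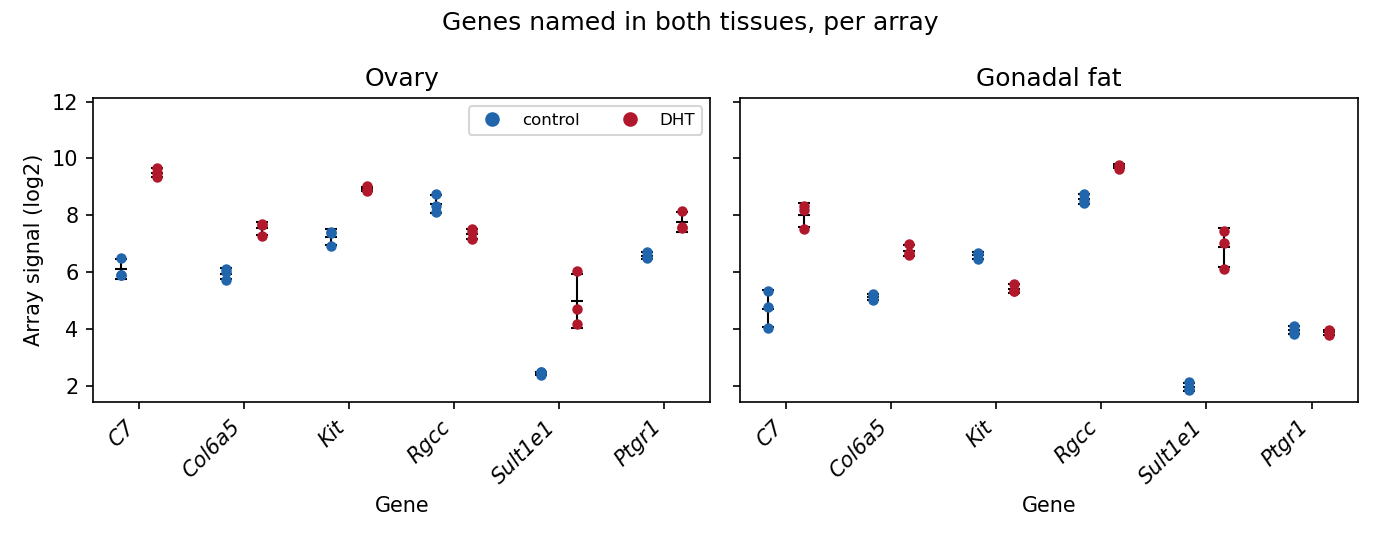
Log2 signal of Col6a5, C7, Kit, Rgcc, Sult1e1 and Ptgr1 in both tissues of DHT-treated and placebo-treated mice, with 1 point per array and bars for the mean and its SD (n = 3 per group). Col6a5 and C7 lie higher in DHT-treated mice in both tissues, while Kit and Rgcc move in opposite directions.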

When comparing the dysregulated mRNAs in the ovaries and gonadal fat pads, we found that there were only six overlapping genes: *Col6a5*, *Ptgr*, *Ptgr1*, *Kit*, *Sult1e1, and C7* (Figure 2E).

### Inhibition of *Col6a5* Expression Alleviated the Hypertrophy of Ovaries and Gonadal Fat Pads in DHT-Treated Mice

Our verification showed that *Col6a5* was highly expressed in both the ovaries and gonadal fat pads of DHT-treated mice compared with placebo-treated mice (Figure 3A), which was consistent with previous mRNA array results. Additionally, IHC staining showed that *Col6a5* was expressed mainly in ovarian stromal cells rather than theca cells and granulosa cells (Figure 3B and Supplementary Figure 7). From the above, we suggest that *Col6a5* may be an important factor during the effect of DHT on ovarian stromal cells and adipocytes.

**FIGURE 3:**
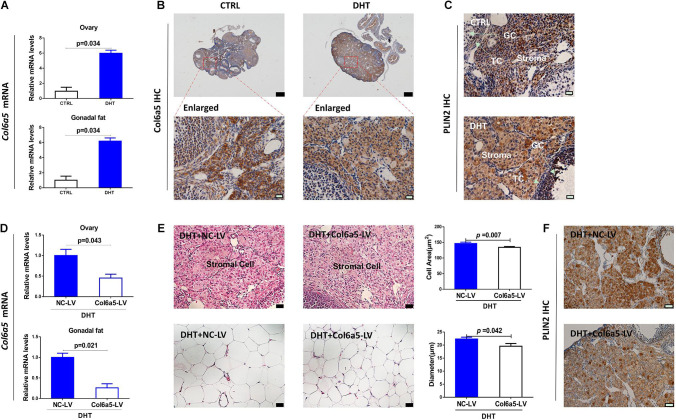
Inhibition of *Col6a5* expression alleviated the hypertrophy of ovaries and gonadal fat pads in DHT-treated mice. **(A)** Relative expression of *Col6a5* mRNA in the ovaries and gonadal fat pads showing a significant increase in *Col6a5* expression after DHT treatment; *n* = 6. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. **(B)** Immunohistochemistry of *Col6a5* in the ovaries showing a significant positive signal in ovarian stromal cells; *n* = 3, top, scale bars = 200 μm; bottom, scale bars = 20 μm. **(C)** Immunohistochemistry of PLIN2 (a marker of lipid droplets) in the ovaries showing a significant positive signal in hypertrophic ovarian stromal cells (GC, granulosa cells, TC, thecal cells); *n* = 3, scale bars = 20 μm. **(D)** Relative expression of *Col6a5* mRNA in the ovaries and gonadal fat pads was decreased in DHT- treated mice after *Col6a5*-LV injection; *n* = 6. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. **(E)** Histological images and mean size of ovarian stromal cells and gonadal adipocytes showing enhanced hypertrophy in DHT-treated mice after *Col6a5*-LV injection, the cell area is based on the same measurement as in Figure 1F; *n* = 6, scale bars = 20 μm. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. **(F)** Immunohistochemistry of PLIN2 (a marker of lipid droplets) in the ovaries showing decreased accumulation of lipid droplets in DHT-treated mice after *Col6a5*-LV injection; *n* = 3, scale bars = 20 μm.

To test our hypothesis, we used *Col6a5*-CRISPR/Cas9 recombinant lentivirus to knockdown *Col6a5* expression in mice by tail vein injection. In the mice treated with DHT and injected with *Col6a5*-LV, the *Col6a5* mRNA levels were significantly decreased in both the ovaries and gonadal fat pads (Figure 3D). Compared with the NC-LV group, *Col6a5*-LV ameliorated the hypertrophy of ovarian stromal cells and adipocytes in DHT-treated mice (Figure 3E and Supplementary Figures 3, 4). The hypertrophy of ovarian stromal cells in DHT-treated mice was associated with excess lipid accumulation, as indicated by the expression of the lipid droplet-specific marker adipose differentiation-related protein adipophilin/perilipin-2 (PLIN2). From the immunochemistry results for PLIN2, we found that DHT treatment increased the accumulation of lipid droplets in ovarian stroma (Figure 3C) and this effect could be alleviated by the inhibition of *Col6a5* expression (Figure 3F). In addition, PLIN2 was also expressed in granulosa cells of antral follicles, especially after DHT treatment, this effect could also be alleviated by the inhibition of *Col6a5* expression, which is consistent with the results in stromal cells (Figures 3C,F).

### Inhibition of *Col6a5* Expression Alleviated DHT-Induced Excess Lipid Accumulation and Abnormal Steroidogenesis in Ovarian Stromal Cells

Oil Red O staining was used to identify and quantify oil droplets. DHT treatment significantly increased the formation of oil droplets in ovarian stromal cells at 1 μM. However, *Col6a5*-siRNA treatment relieved the effect of DHT and dramatically reduced lipid accumulation in the cells (Figure 4A).

**FIGURE 4:**
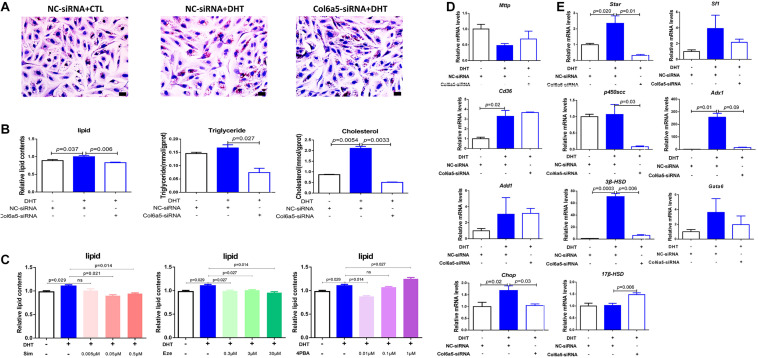
*Col6a5*-siRNA alleviated excess lipid accumulation in DHT-treated ovarian stromal cells. **(A)** Oil Red O staining of ovarian stromal cells; *n* = 3, Scale bars = 20 μm, NC-siRNA, negative control siRNA; *Col6a5*-siRNA, targeted *Col6a5* mRNA siRNA. Cells were cultured in medium with 1 μM DHT for 24 h. siRNA transfection was completed before DHT treatment. **(B)** Quantification of lipid, triglyceride and cholesterol levels in stromal cells. The lipid concentrations were calculated relative to the total protein concentration; *n* = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. **(C)** Process-specific inhibition of cholesterol metabolism and relative quantification of lipid concentration in stromal cells. Simvastatin (Sim), an inhibitor of cholesterol synthesis; ezetimibe (Eze), an inhibitor of cholesterol uptake; and 4-PBA, an inhibitor of endoplasmic reticulum stress; *n* = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. **(D)** Relative expression of lipid metabolism-related genes in stromal cells from each treatment group; *n* = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. **(E)** Relative expression of cholesterol metabolism-related genes in interstitial cells from each treatment group; *n* = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test.

The intracellular TG and TC levels were also quantified. DHT significantly increased the TC content in stromal cells compared with that in those not treated with DHT. However, both the TG and TC levels were significantly decreased in response to *Col6a5*-siRNA transfection of DHT-treated stromal cells (Figure 4B).

In addition, the TC content of stromal cells was much higher than the TG content, suggesting that TC may be the main component of the lipids that accumulate in response to DHT. Consistent with this, various concentrations of simvastatin (an inhibitor of cholesterol synthesis) and ezetimibe (an inhibitor of cholesterol uptake) were found to reduce the intracellular lipid content of DHT-treated stromal cells. Endoplasmic reticulum stress can induce cholesterol metabolism disorder, and 4-PBA (an inhibitor of endoplasmic reticulum stress) also reduced the lipid content of DHT-treated cells (Figure 4C).

We further investigated whether DHT affects the expression of lipid metabolism-related genes in stromal cells. *Mttp* promotes lipid transfer to the extracellular space; *Cd36* promotes lipid transfer to the intracellular space; *Add1* and *Chop* promote fat synthesis and lipid accumulation; *StAR* is a limiting enzyme of cholesterol mobilization; *P450scc* induces progesterone biogenesis; *3*β*-HSD* and *17*β*-HSD* promote testosterone biogenesis; *Sf1* promotes *StAR* expression; *Adx1* inhibits *Sf1* action; and *Gata6* promotes *P450scc* and *3*β*-HSD* expression.

We found that DHT led to higher *Cd36* and *Chop* mRNA levels than placebo treatment, while *Col6a5*-siRNA significantly suppressed the increase in *Chop* (Figure 4D). However, DHT significantly induced the expression of *StAR*, *3*β*-HSD*, and their transcription factor *Adx1*. Compared with the control siRNA (NC-siRNA), *Col6a5*-siRNA significantly suppressed the change in the expression of these genes in DHT-treated cells. In addition, the expression levels of *P450scc* were decreased, and the expression of *17*β*-HSD* was increased by *Col6a5*-siRNA in the DHT-treated cells, although DHT treatment alone did not alter the levels of these factors (Figure 4E).

### Inhibition of *Col6a5* Expression Alleviated DHT-Induced Excess Lipid Accumulation in Adipogenic 3T3-L1 Cells

DHT treatment at 1 μM significantly increased the accumulation of oil droplets in adipogenic 3T3-L1 cells. However, this effect was dramatically alleviated after transfection with *Col6a5*-LV (Figure 5A). The TC content was decreased after treatment with DHT, while there was no significant difference in 3T3-L1 cells transfected with *Col6a5*-LV (Figure 5B).

**FIGURE 5:**
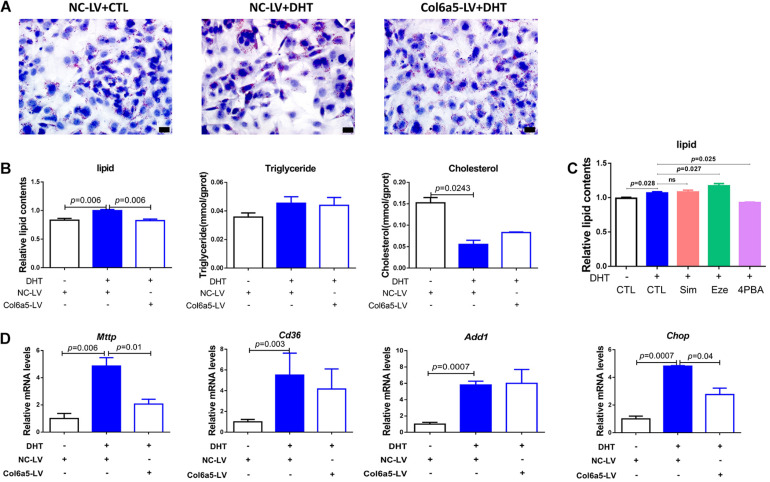
*Col6a5*-LV alleviated excess lipid accumulation in DHT-treated adipogenic 3T3-L1 cells. **(A)** Oil Red O staining of differentiated 3T3-L1 cells; *n* = 3; scale bars = 20 μm; NC-LV, negative control lentivirus; *Col6a5*-LV, LV-*Col6a5*-CRISPR/Cas9 recombinant lentivirus. Cells were cultured in adipogenic differentiation cocktail media with 1 μM DHT. Lentivirus transfection was completed before DHT treatment. **(B)** Quantification of lipid, TG and TC levels in differentiated 3T3-L1 cells; *n* = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. **(C)** Process-specific inhibition of cholesterol metabolism and relative quantification of lipid concentration in differentiated 3T3-L1 cells from each treatment group; *n* = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. **(D)** Relative expression of lipid metabolism-related genes in differentiated 3T3-L1 cells from each treatment group; *n* = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test.

While the level of TC was higher than that of TG in stromal cells, the TC content was similar to the TG content in adipogenic 3T3-L1 cells. Moreover, simvastatin and ezetimibe could not suppress the excess lipid accumulation induced by DHT, suggesting that TC may not be the main component of the lipids that accumulate in response to DHT. However, 4-PBA reduced the intracellular lipid content in DHT-treated adipogenic 3T3-L1 cells (Figure 5C). This implies that DHT may dysregulate lipid metabolism in adipocytes by inducing endoplasmic reticulum stress.

DHT also influenced the expression of lipid metabolism-related genes in adipogenic 3T3-L1 cells. As shown in Figure 5D, DHT significantly induced the expression of *Mttp, Cd36, Add1*, and *Chop*, and the increases in the expression of *Mttp* and *Chop* were significantly attenuated after transfection with *Col6a5*-LV (Figure 5D).

### Inhibition of *Col6a5* Expression Alleviated Overnutrition-Induced Excess Lipid Accumulation in NCTC1469 Mouse Hepatic Cells

The effect of DHT on lipid accumulation was cell type-specific, since there was no increase in lipid droplets in the DHT-treated NCTC1469 cells at a dose similar to that used to treat stromal cells and 3T3-L1 cells (Figure 6A). As an overnourished cell model, NCTC1469 cells exhibited an increase in lipid droplets when cultured in 50% FBS (v/v) medium, and *Col6a5*-siRNA relieved this effect (Figure 6B). Inhibition of *Col6a5* expression commonly affected intracellular lipid accumulation (Figure 6C). However, 50% FBS treatment did not significantly alter the expression of *Mttp, Cd36* and *Add1*, the expression of *Twist2*, a transcription factor of *Add1*, was even decreased, while *Col6a5* siRNA could significantly increase the expression of *Mttp, Cd36* and *Add1* (Figure 6D).

**FIGURE 6:**
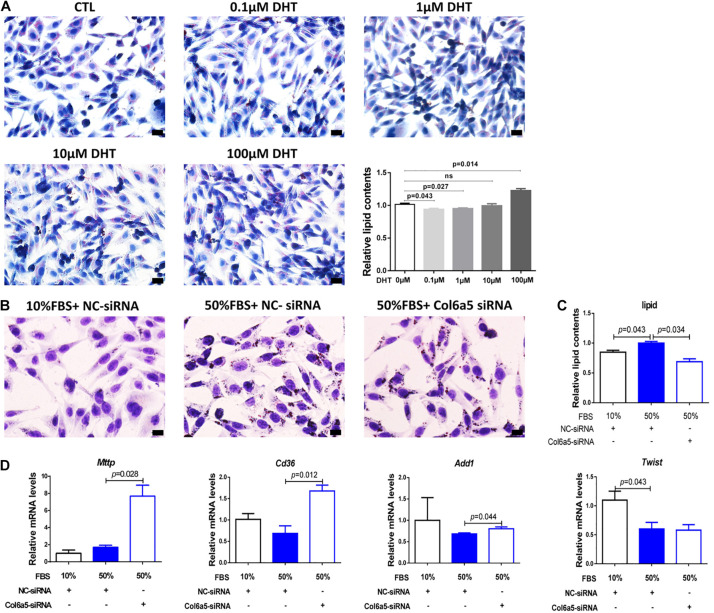
*Col6a5*-siRNA alleviated excess lipid accumulation in overnourished NCTC1469 cells. **(A)** Oil Red O staining and relative quantification of lipid concentrations in DHT-treated NCTC1469 cells; *n* = 3, scale bars = 20 μm. NCTC1469, a mouse hepatic cell line. Cells were cultured in medium with DHT for 24 h; *n* = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. **(B)** Oil Red O staining and **(C)** relative quantification of lipid concentrations in overnourished NCTC1469 cells; *n* = 3, scale bars = 20 μm. **(D)** Relative expression of lipid metabolism-related genes in NCTC1469 cells from each treatment group; *n* = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test.

## Discussion

Hyperandrogenism is a key trait of PCOS (Nisenblat and Norman, 2009), and excess androgen experimentally induces a range of PCOS-like phenotypes, including reproductive and metabolic phenotypes, in various animal models (Walters et al., 2012; Abbott et al., 2013). There have been many reports on the characteristics of the ovaries and adipose tissue of DHT-treated mice. However, these reports present limited descriptions and analyses of the alterations in gene expression and bioprocess pathways in reproductive- and metabolism-related tissues affected by DHT treatment. Additionally, the tissue-specific mechanisms through which androgens elicit these phenotypes remain unclear. Hence, in this study, we analyzed the gene expression profiles of DHT-treated mouse ovaries and gonadal fat pads via RNA microarray analysis, focusing on the molecular mechanism by which DHT alters metabolic processes.

Data on the gene expression profiles of rats have been published. Bioinformatics analyses of microarray data from DHT-treated rat ovaries have shown that DHT influences ovarian lipid metabolism and cell proliferation (Hossain et al., 2013; Salilew-Wondim et al., 2015), which was consistent with our data. Additionally, our data included an analysis of total mRNA and related bioprocess alterations in both the ovaries and gonadal fat pads of DHT-treated mice, offering a more comprehensive analysis.

From morphological observations, we found that mice treated with DHT display hyperplasia of ovarian stroma and enlarged of gonadal adipocytes. Meanwhile the microarray data indicated that the expression of genes and the functions of bioprocesses related to lipid metabolism were altered in both the ovaries and gonadal fat pads of DHT-treated mice, indicating that excess lipid accumulation may have occurred in these cells. However, the features of lipid metabolic disorder associated with hyperandrogenism were tissue-specific. In the ovaries, genes associated with lipid metabolic processes, including *Wnt10b, Cyp11a1, Scd1, Ephx2*, and *Gm2a*, were altered by DHT; in the gonadal fat pads, *Ptges, Hpgd, Fads3*, and *Elovl3* were altered. 

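Of the genes named here, Wnt10b, a Wnt ligand that holds back adipocyte formation, fell by 1.82 (standard error 0.15, adjusted p = 0.0146) on the log2 scale in the ovaries and had a log2 fold change of -0.08 (adjusted p = 0.775) in gonadal fat. Ptges fell by 1.05 (standard error 0.22, adjusted p = 0.0568) in gonadal fat, with means of 6.88 ± 0.46 against 7.93 ± 0.20 (SD, n = 3 per group, limma), and had a log2 fold change of -0.32 (adjusted p = 0.412) in the ovaries. Whether the effect of DHT differed between the tissues was tested by the effect in gonadal fat minus that in the ovaries, in 1 fit of the 12 arrays. The difference was 1.73 (standard error 0.21, adjusted p = 0.00167) for Wnt10b, 1.69 (standard error 0.27, adjusted p = 0.00737) for Scd1, 1.97 (standard error 0.31, adjusted p = 0.0071) for Ephx2, 1.40 (standard error 0.25, adjusted p = 0.0147) for Gm2a and 2.06 (standard error 0.23, adjusted p = 0.00121) for Fads3, and all 5 passed. For Hpgd it was 0.84 (standard error 0.32, adjusted p = 0.172) and for Ptges -0.73 (standard error 0.29, adjusted p = 0.191), so neither was shown to differ between the tissues. The paper picked the genes named here on these same arrays, so their differences are not independent evidence that the tissues differ. Cyp11a1 could not be compared, since in gonadal fat it lay below the filter on low values, with means of 2.92 ± 0.10 against 3.05 ± 0.27, nor could Elovl3, which lay below it in the ovaries with means of 3.36 ± 0.09 against 3.47 ± 0.04. For Col6a5 the difference was 0.03 (standard error 0.19, adjusted p = 0.949) and for C7 -0.11 (standard error 0.42, adjusted p = 0.904). Of the 18053 genes tested in both tissues, 1112 had an effect that differed between them. That count was 534 at an adjusted p of at most 0.05, 690, 578 and 680 without ovary DHT replicates 1, 2 and 3, 551 and 536 without ovary control replicates 2 and 3, and 602, 2050 and 661 without gonadal fat DHT replicate 2, DHT replicate 3 and control replicate 3. Ptges lost its call in gonadal fat without DHT replicate 2, control replicate 2 or control replicate 3 (adjusted p up to 0.204). From the lipid genes and bioprocesses altered in both tissues, beside the enlarged stroma and adipocytes, the paper proposes that excess lipid may have built up there. From the genes listed for each tissue it states that the lipid disorder has features particular to each. For both points the paper has further evidence, which was not analysed here. It stained ovaries for PLIN2, and in cultured cells it measured lipid, triglyceride and cholesterol and applied inhibitors.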

Interestingly, although there are many dysregulated genes in the ovaries (66 mRNAs) and gonadal fat pads (115 mRNAs) of mice treated with DHT, there were only six overlapping genes: *Col6a5*, *Ptgr*, *Ptgr1*, *Kit*, *Sult1e1*, and *C7.*

DHT induced excess lipid accumulation in stromal cells, significantly altered cholesterol metabolism, increased cholesterol levels and led to the abnormal expression of genes associated with cholesterol metabolism and steroidogenesis. It is worth noting that DHT can also induce the accumulation of lipid droplets in granulosa cells of antral follicles, which may be one of the reasons for DHT leads to abnormal steroidogenesis in ovary (Tang et al., 2016). In addition, we found that *Col6a5* was expressed in granulosa cells of ovarian antral follicles, luteal cells and stroma at different stages of superovulation (Supplementary Figure 7). Since the development of follicle and corpus luteum is accompanied by the synthesis and secretion of many steroid hormones, including estrogen and progesterone (Yang et al., 2016), we believe that *Col6a5* may also be involved in steroid hormone synthesis. Therefore, by inhibiting the expression of *Col6a5 in vitro*, we verified that the abnormal lipid metabolism and steroidogenesis induced by DHT were improved.

The mechanism of DHT induced excess lipid accumulation in adipocytes seems to be different from that of stromal cells, probably by affecting endoplasmic reticulum stress rather than cholesterol metabolism, although it can also be alleviated by inhibiting the expression of *Col6a5* both *in vivo* and *in vitro*.

NCTC1469 murine hepatic cells treated with DHT at normal concentration did not accumulate lipid droplets, which indicated that the effect of DHT was cell type-specific. However, *in vitro* inhibition of *Col6a5* expression could still alleviate FBS-induced lipid accumulation in NCTC1469. 50% FBS treatment did not significantly alter the expression of lipid-related genes, indicating that the way of lipid accumulation induced by overnutrition is different from that induced by DHT, while *Col6a5* siRNA can significantly increase the expression of lipid-related genes, which may be related to cell specificity and needs further study to clarify.

In summary, our present findings show that DHT acts directly on ovarian and gonad fat cells, leading to lipid metabolism disorder, which in turn leads to excess lipid accumulation and cell hypertrophy. However, inhibition of the expression of our screened target gene *Col6a5* could alleviate DHT-induced excess lipid accumulation, hypertrophy and abnormal metabolism-related gene expression (Figure 7). These results indicate that the *Col6a5*-mediated lipid metabolism pathway is involved in hyperandrogenic pathologies and may be utilized for the development of novel therapeutics.

**FIGURE 7:**
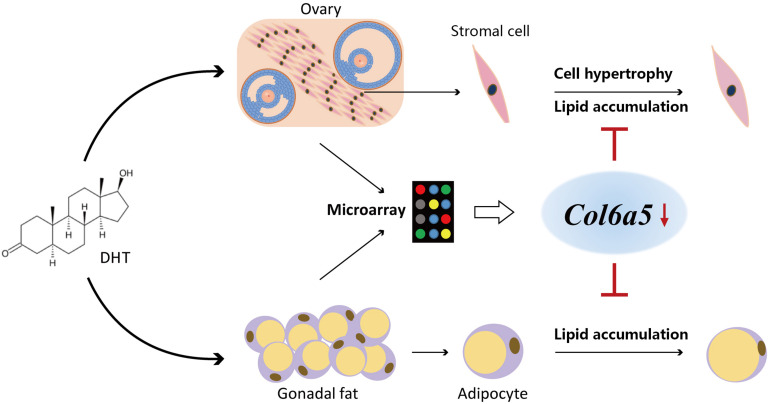
Inhibition of *Col6a5* attenuates excessive lipid accumulation induced by DHT. DHT acts directly on ovarian and gonad fat cells, leading to lipid metabolism disorder, which in turn leads to excess lipid accumulation and cell hypertrophy. Inhibition of the expression of our screened target gene *Col6a5* could alleviate DHT-induced excess lipid accumulation, hypertrophy and abnormal metabolism-related gene expression.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO (Accession: GSE171431).

## Ethics Statement

The Committee on the Use of Live Animals for Teaching and Research, Shenzhen Institutes of Advanced Technology, Chinese Academy of Sciences. All animal experimental methods were performed in accordance with the approved guidelines and regulations.

## Author Contributions

JZ and L-FS conceived and designed the experiments. JZ, P-GR, and CH contributed to supervision and funding acquisition. L-FS and Y-LY performed the experiments, analyzed the data, and wrote the manuscript. M-YW and H-SZ revised the manuscript. T-XX, M-XL, and B-BW contributed to the methodology, reagents, and laboratory equipment. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.gcbi.com.cn

2 http://www.metascape.org

# Supplementary material for: Inhibition of Col6a5 Improve Lipid Metabolism Disorder in Dihydrotestosterone-Induced Hyperandrogenic Mice
**Source:** Front Cell Dev Biol. 2021 May 24;9:669189. doi: 10.3389/fcell.2021.669189
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Data

Supplementary Material should be uploaded separately on submission. Please include any supplementary data, figures and/or tables. All supplementary files are deposited to FigShare for permanent storage and receive a DOI.

Supplementary material is not typeset so please ensure that all information is clearly presented, the appropriate caption is included in the file and not in the manuscript, and that the style conforms to the rest of the article. To avoid discrepancies between the published article and the supplementary material, please do not add the title, author list, affiliations or correspondence in the supplementary files.

# Supplementary Figures and Tables

For more information on Supplementary Material and for details on the different file types accepted, please see [here](http://home.frontiersin.org/about/author-guidelines#SupplementaryMaterial). Figures, tables, and images will be published under a Creative Commons CC-BY licence and permission must be obtained for use of copyrighted material from other sources (including re-published/adapted/modified/partial figures and images from the internet). It is the responsibility of the authors to acquire the licenses, to follow any citation instructions requested by third-party rights holders, and cover any supplementary charges.

## Supplementary Figures

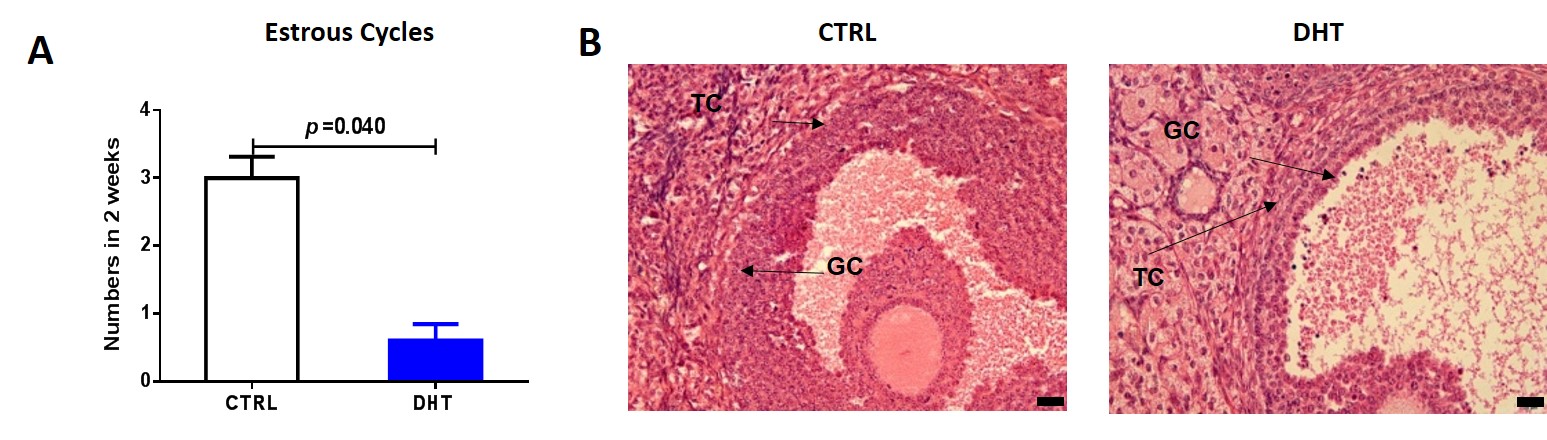

**Supplementary Figure 1.** (A) Estrous cycles. n = 6. The data are expressed as the mean ± SEM and were compared by Fisher’s exact test. (B) Morphology of ovaries. Thecal cells, TC, granulosa cells, Scale bars=20 μm.

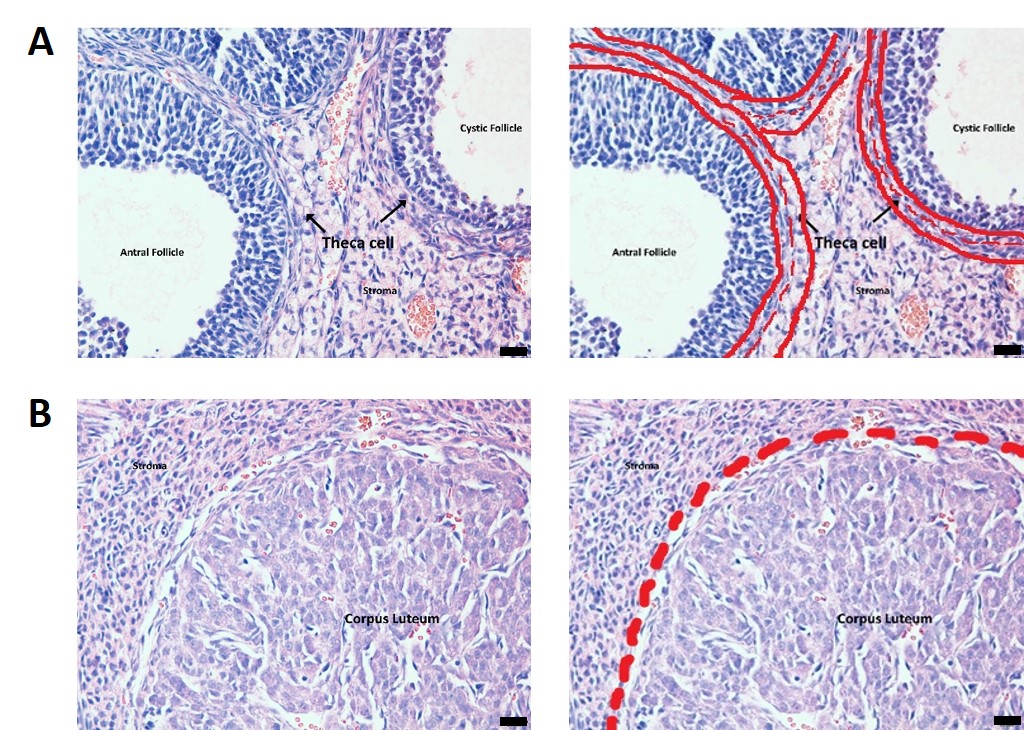

**Supplementary Figure 2.** (A) Outline of the theca cell area, Scale bars=20 μm. (B) Division of stromal area and corpus luteum, Scale bars=20 μm.

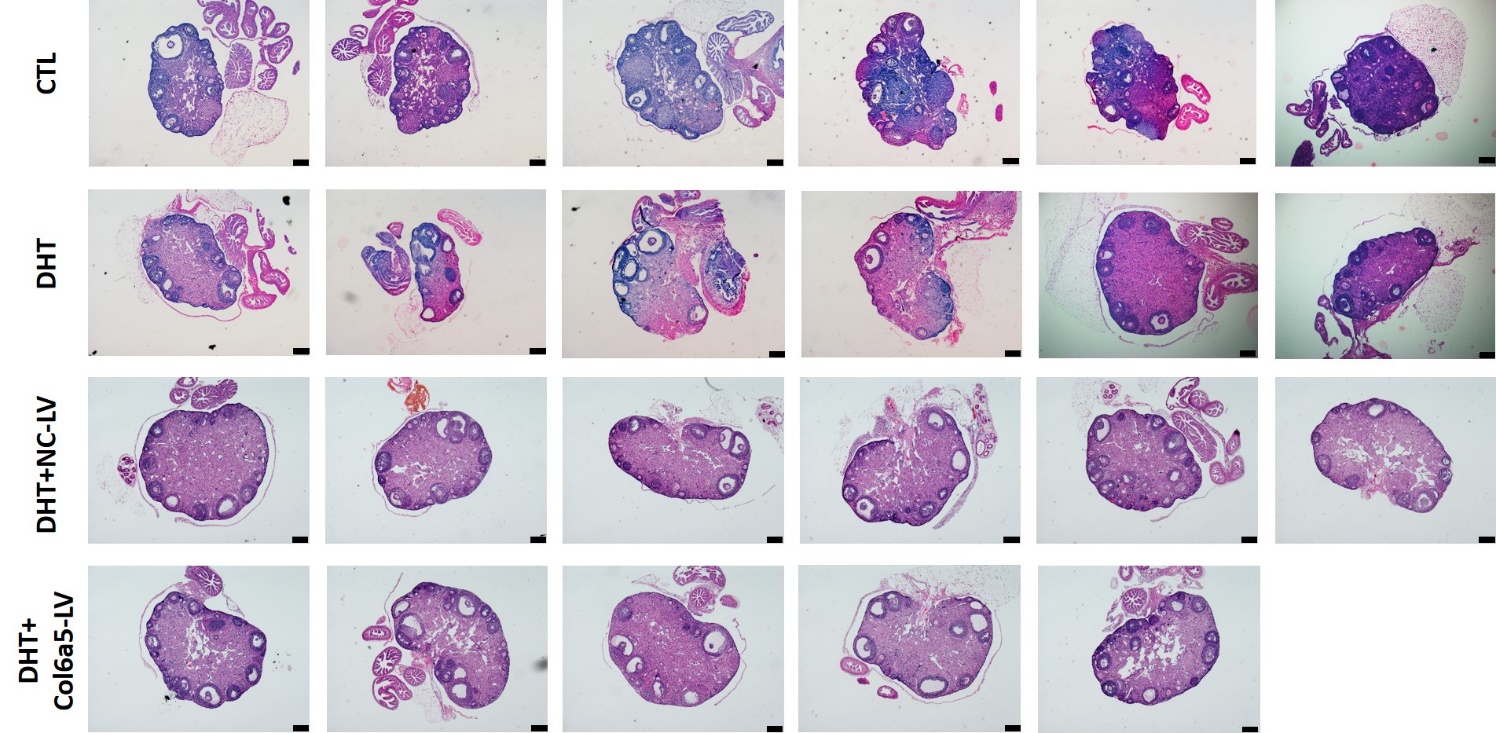

**Supplementary Figure 3.** Morphology of ovaries from each treatment group, bar=200 μm.

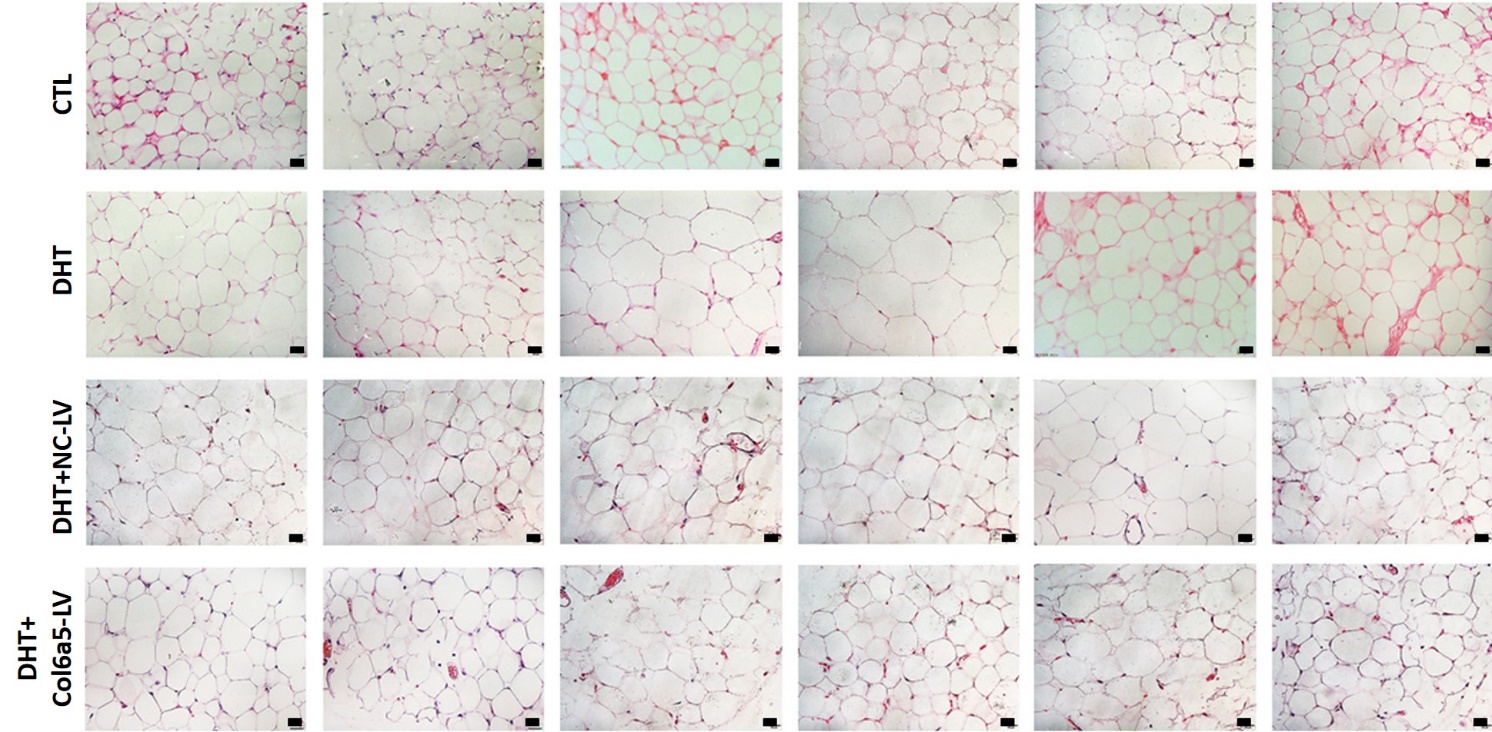

**Supplementary Figure 4.** Morphology of gonadal fat from each treatment group, bar=20 μm.

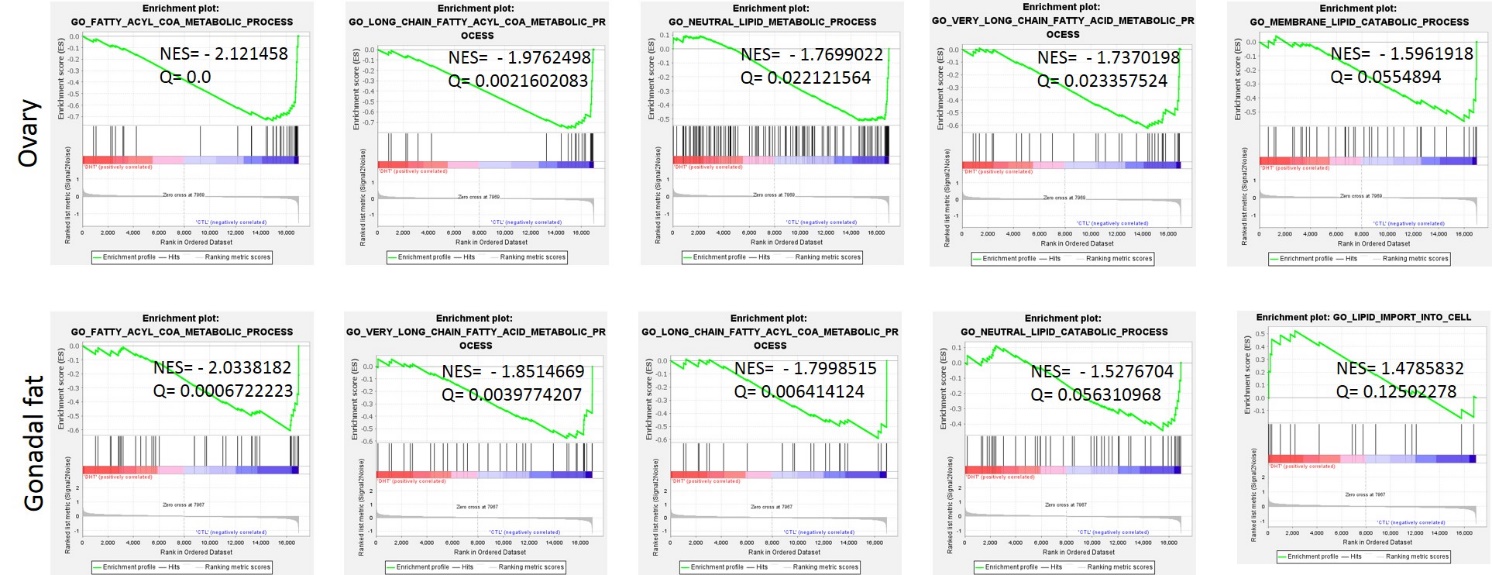

**Supplementary Figure 5.** GSEA analysis showed that the treatment of DHT decreased lipid metabolism and associated signatures in ovaries and gonadal fat tissues. Normalized enrichment score (NES) and false-discovery rate (FDR) Q value.

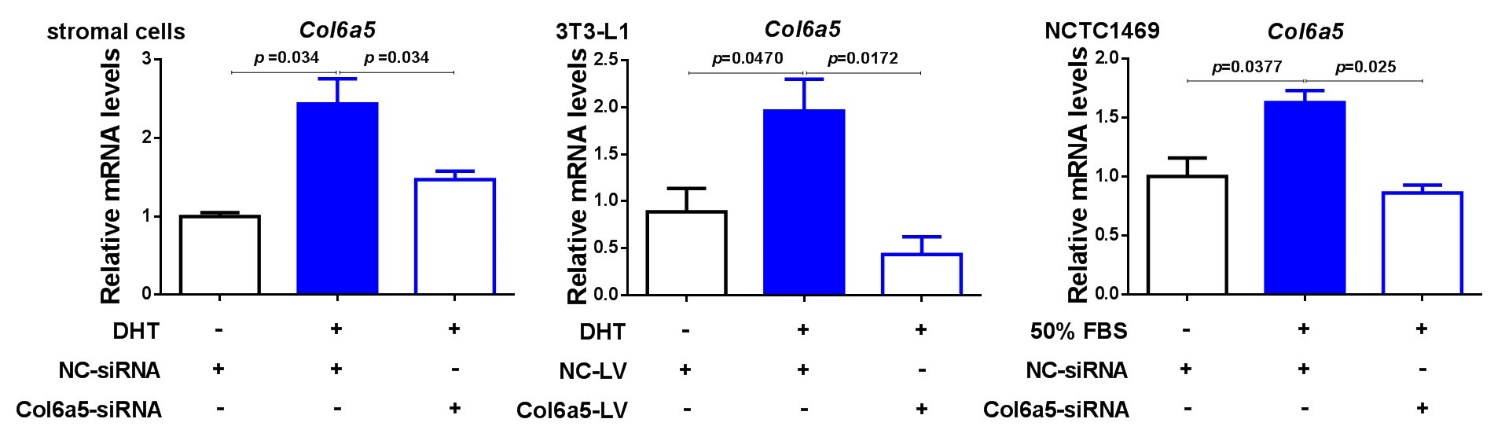

**Supplementary Figure 6.** Relative expression of *Col6a5* genes in ovarian stromal cells, 3T3-L1 and NCTC1469 cells from each treatment group. n = 3. The data are expressed as the mean ± SEM and were compared by Mann-Whitney *U*-test. NC-siRNA, negative control siRNA; *Col6a5*-siRNA, targeted *Col6a5* mRNA siRNA. Cells were cultured in medium with 1 μM DHT for 24 h. siRNA transfection was completed before DHT treatment; NC-LV, negative control lentivirus; *Col6a5*-LV, LV-*Col6a5*-CRISPR/Cas9 recombinant lentivirus. Cells were cultured in adipogenic differentiation cocktail media with 1 μM DHT. Lentivirus transfection was completed before DHT treatment.

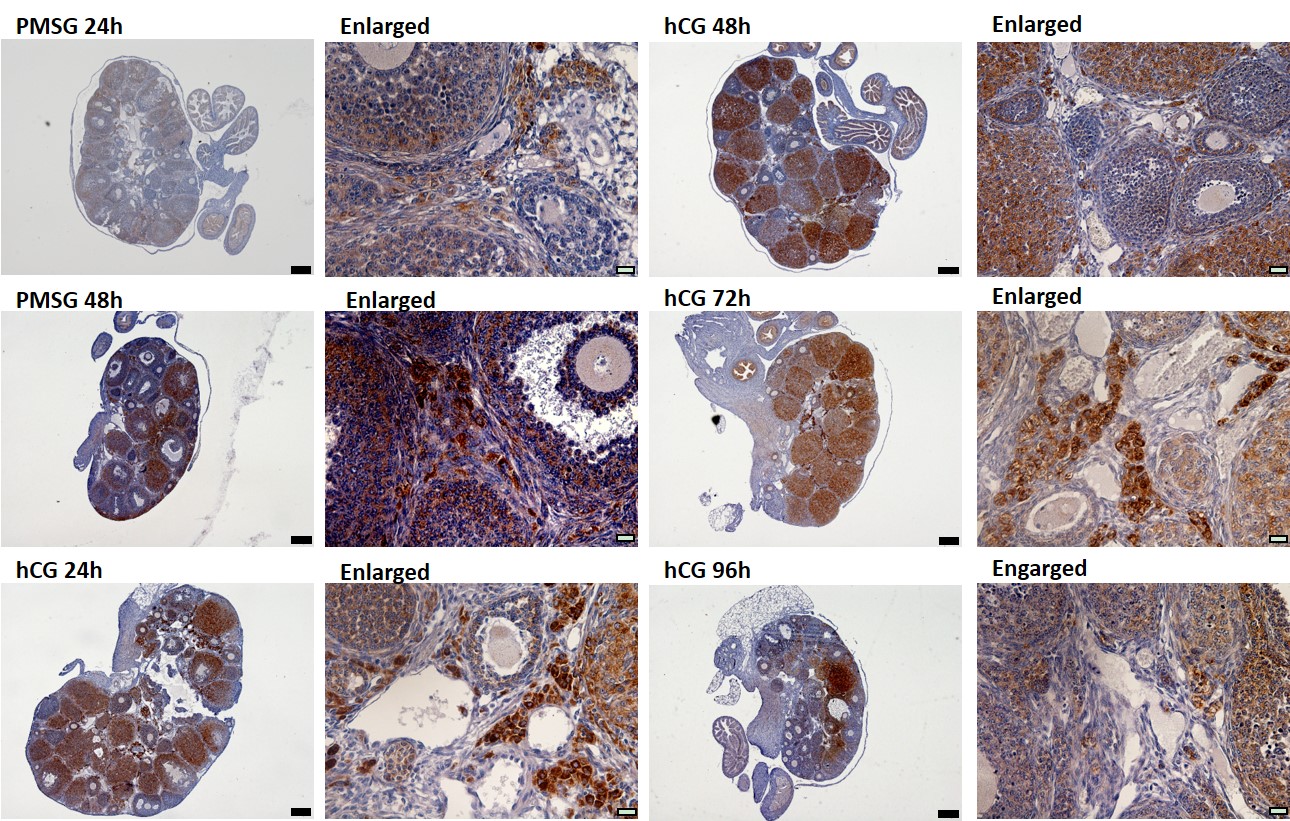

**Supplementary Figure 7.** Immunohistochemistry of Col6a5 in ovaries at different stages of superovulation, showing ubiquitous localization in ovarian stromal cells, but not in all granulosa cells and thecal cells. n = 6 per treatment group, bar=200 μm, enlarged, bar=20 μm.

How the deposited data were processed for this re-analysis (not part of the article)

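The ovaries and gonadal fat pads of 3 DHT-treated and 3 placebo-treated mice were each measured on 1 Affymetrix mouse transcriptome array, which makes 12 arrays. The authors deposited 1 value per transcript cluster and array on the log2 scale, from 0.698 to 13.2, already summarised and normalized by the authors. The submitters' processing notes name MAS5, the normalization is not given in the sources used here, and the medians differ between the tissues, so values were compared within a tissue. No second logarithm, pseudocount or normalization was added. Arrays have no read depth, and the number of arrays per group limits the precision.

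The table holds 65929 transcript clusters, of which 30604 carry 1 gene symbol, 2146 several and 33179 none, and 827 symbols were updated through the gene identifier, giving 30142 genes. Clusters with several symbols or none were left out. In the gonadal fat columns the values of 26501 clusters were re-paired with their names by sorting these with the sign "_" ahead of the digits, and the deposited order and the undisplaced clusters alone were kept as alternatives. A gene entered the test of a tissue where its value lay above the median of the array in at least 3 of 6 arrays. The tests used R 4.3.3 with limma 3.58.1 (lmFit and eBayes), and tables and plots used Python 3.11.15. Where all 3 arrays of a group lay below their medians, those values were set to the medians for the change printed. That change is then a lower bound on the measured one, which does not cover sampling error, while the p is from the values as they are. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested in a tissue, and for lists over the lists of that tissue. Overlaps and enrichments used Fisher's exact test, one-sided. The interaction was the effect of DHT in gonadal fat minus that in the ovaries, from 1 fit of the 12 arrays with 4 group means, over 18053 genes.

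The genes named in the text follow a rule: every gene the paper names from the arrays, up to 10 higher and 10 lower dysregulated genes with the largest change whose groups do not overlap, without predicted or unnamed genes, genes past the criteria in both tissues, up to 4 members of each list with the smallest adjusted p, the genes the paper measured by PCR in its cell models, and the collagen VI genes. The paper and its figures had been read when the rule and the lists were written. The lists cover fatty acid synthesis, triglyceride synthesis, lipolysis and lipid droplets, lipid uptake, fatty-acyl-CoA metabolism, fatty acid oxidation, membrane lipid breakdown, cholesterol synthesis, steroidogenesis and prostaglandin metabolism, which together hold 209 genes and form the lipid genes of the enrichment tests. Others cover glutathione metabolism, adipocyte identity, thermogenic fat, collagen VI, extracellular matrix, endoplasmic reticulum stress, sex hormone receptors, androgen and glucocorticoid responsive genes, inflammation and proliferation. Cell type lists cover corpus luteum, granulosa, theca and oocyte, macrophage, lymphocyte, endothelial, smooth muscle, red blood cell, skeletal muscle, oviduct, mesothelial and mammary markers, and the lists of the study's ovary and gonadal fat lipid genes make 35. A list was tested with camera, with fry as an alternative, where at least 3 members were tested.

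The tests were tried on simulated data drawn around each gene's mean with its own spread. Genes were drawn independently and arrays shared no effect, so the shares below need not hold for the real arrays. A gene counted as recovered at an adjusted p of at most 0.10, without the 2-fold criterion of the dysregulated genes. Of genes given a 2-fold change, limma recovered 91% among 19086 genes in the ovaries and 84% among 19224 in gonadal fat, and of genes given a 4-fold change 99% in each. For the interaction, 99.5% of genes given a 4-fold difference were recovered among 18053. Of the genes called in these simulations, 13.6% were false in the ovaries, 9% in gonadal fat and 12.3% for the interaction, so the first and last exceed the 10% the threshold allows. Whether replicate numbers pair arrays was checked from the data: after removal of group means, the ovary and gonadal fat arrays of the same number had an r across genes of 0.139, 0.156 and 0.191 in DHT-treated and 0.114, 0.110 and 0.128 in placebo-treated mice, higher than any other number gave, so the numbers pair the tissues, although the labels do not say so. Alternatives were quantile normalization, median centring, no filter and a stricter filter above the 75th percentile, the mean of a gene's clusters, a SAM statistic with 20 label permutations, an intensity trend in limma, all 12 arrays in 1 fit, the replicate number as a block, an adjusted p of at most 0.05, the criteria of the paper's methods, camera with an estimated correlation, fry and leaving out each array in turn. Added after seeing the data were the row orders above, an adipocyte score (mean of Adipoq, Retn, Plin1 and Cidec) and an oviduct score as covariates, the ovary arrays without DHT replicate 3 and control replicate 2, and the mouse as a block across tissues. The GO and GSEA analyses of the paper were not repeated, and its PCR, histology and cell experiments were not analysed here.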

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

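In this part, the correlation after the re-pairing, the luteal markers and every setting with an adipocyte or oviduct score as a covariate, without 2 ovary arrays or with the mouse as a block were chosen after the results had been seen.

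For 19 of the genes the paper names and of the genes in both tissues' calls, the effect of DHT differed between the tissues by limma's test of the difference (log2 fold change in gonadal fat minus that in the ovaries, 12 arrays). The difference was above 0 for Abcd2, 0.93 with adjusted p 0.0818, Anxa1, 1.53 with adjusted p 0.0703, Ephx2, 1.97 with adjusted p 0.0071, Fads3, 2.06 with adjusted p 0.00121, Gm2a, 1.40 with adjusted p 0.0147 and Lep, 2.04 with adjusted p 0.00164. It was also above 0 for Lpgat1, 1.21 with adjusted p 0.000943, Mgst2, 1.06 with adjusted p 0.00167, Mgst3, 1.01 with adjusted p 0.0255, Ptgfr, 3.44 with adjusted p 0.0275, Rgcc, 2.18 with adjusted p 0.000827, Scd1, 1.69 with adjusted p 0.00737, Star, 2.04 with adjusted p 0.0168 and Wnt10b, 1.73 with adjusted p 0.00167. It was below 0 for Akr1c14, -1.71 with adjusted p 0.0141, Fabp3, -2.48 with adjusted p 0.0103, Kit, -2.85 with adjusted p 2.59e-05, Mlxipl, -1.02 with adjusted p 0.00726 and Ptgr1, -1.26 with adjusted p 0.00798. Kit rose in the ovaries and fell in gonadal fat, and Rgcc did the reverse. The paper or the calls here picked the 19 genes on the same arrays, so their differences are not independent evidence that the tissues differ. With the mouse as a block across the tissues, Anxa1 alone lost its call (adjusted p = 0.117).

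Lists of processes or cells outside the paper's gene analysis, some with members it names, also passed camera in the ovaries of DHT-treated mice, none of them with an estimated correlation (adjusted p of 0.266 to 0.932). With fry the adipocyte (0.161) and macrophage (0.722) calls were lost as well. The median log2 fold change was -2.47 (camera adjusted p = 5.95e-10) for corpus luteum markers, -0.21 (camera adjusted p = 0.0532) for adipocyte genes and -0.22 (camera adjusted p = 4.49e-05) for the extracellular matrix. It was 0.44 (camera adjusted p = 0.0232) for sex hormone receptors, 0.34 (camera adjusted p = 1.24e-06) for inflammation, 0.14 (camera adjusted p = 0.000626) for lymphocyte markers and 0.14 (camera adjusted p = 0.0586) for macrophage markers. The macrophage call was lost without DHT replicate 2 (0.512), DHT replicate 3 (0.358) or control replicate 1 (0.152), and the adipocyte call without DHT replicate 3 (0.105) or control replicate 1 (0.153). The macrophage call was also lost with no filter on low values (0.129) and with the oviduct score (0.131). Without the 2 ovary arrays highest in oviduct transcripts it was lost too (0.323), and the adipocyte call was lost with a stricter filter (0.281). With the adipocyte score as a covariate the calls of the matrix list (0.622), of inflammation (0.136), of macrophage markers (0.158) and of the adipocyte genes (0.646) were lost.

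In gonadal fat the same held for 9 lists, some again with members the paper names, each with an adjusted p of 0.461 with an estimated correlation. The median was 0.36 (camera adjusted p = 3.93e-05) for adipocyte genes, 0.42 (camera adjusted p = 6.8e-08) for androgen and glucocorticoid responsive genes, 0.27 (camera adjusted p = 0.00111) for macrophage markers and -0.44 (camera adjusted p = 0.00421) for thermogenic fat. It was -0.43 (camera adjusted p = 3.93e-05) for mesothelial markers and -0.91 (camera adjusted p = 0.00346) for smooth muscle markers. Lists written for other tissues passed as well, with -0.51 (camera adjusted p = 0.00161) for 6 of 10 corpus luteum markers above the filter, -0.15 (camera adjusted p = 0.0199) for 11 of 13 granulosa cell markers and -0.18 (camera adjusted p = 0.0504) for 5 of 9 mammary markers. The smooth muscle call was lost without control replicate 1 (0.114), the mammary call without DHT replicate 2 (0.189) or control replicate 2 (0.197), after quantile normalization (0.113) and with all 12 arrays in 1 fit (0.224), and the granulosa call with a stricter filter on low values (0.268), in the deposited row order (0.713) and with undisplaced clusters alone (0.26), the last 2 chosen after seeing the data. With fry the calls of macrophage (0.239), thermogenic fat (0.276), mesothelial (0.137), smooth muscle (0.362), granulosa (0.201) and mammary (0.266) genes were lost.

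Between chromosomes 10 and 19 the deposited ovary and gonadal fat values were hardly correlated across genes (Pearson's r = 0.0139), unlike on the other chromosomes. A candidate explanation is that the gonadal fat values were joined to names sorted in another order. After the re-pairing r was 0.946 over the displaced clusters, next to 0.943 over the others. Of the 7 gonadal fat genes the paper names from these clusters, Elovl3, Akr1c14, Pnpla3, Anxa1, Abcd2, Fads3 and C7, all 7 reached a 2-fold change after the re-pairing and 0 as deposited. No biological explanation was tested, and how the displacement arose is not known.

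All 16 genes tested of fatty acid synthesis had a lower mean in the ovaries of DHT-treated mice (median -0.65, 3 past the test), and the adipocyte transcripts of the ovary arrays were lower too, so adipose or oviduct tissue dissected with the ovary might account for it. With the oviduct score as a covariate the median was -0.601 (camera adjusted p = 2.01e-09), which argues against oviduct tissue as the whole cause. With the adipocyte score it was -0.776 (camera adjusted p = 3.88e-07, SD between members 0.407 before and 0.478 after). That result cannot decide on adipose tissue, since the score follows its amount alone. In gonadal fat itself the same list was lower after DHT (median -0.83), so adipose tissue stays open. The adipocyte score differed between the groups without overlap, so 6 arrays separate it poorly from DHT, and 21 genes were dysregulated with it in the model in place of 62. An effect of DHT on ovarian cells, and a change in the share of luteal or other cells, stay open and were not tested.

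Star, Cyp11a1 and Akr1c18 were lower in the ovaries of DHT-treated mice, and a loss of luteal tissue could contribute, since the paper's histology describes ovaries without corpora lutea after DHT. The luteal markers outside the lipid and steroid lists had a median log2 fold change of -2.734, but these were only 2, Sfrp4 (-4.92) and Parm1 (-0.55, adjusted p = 0.221). Cyp17a1 (1.85, adjusted p = 0.673) and Hsd3b1 (-0.45, adjusted p = 0.166), which theca and interstitial cells also express, lay above Cyp11a1 by 2.39 and 5.03 standard errors of the difference. These standard errors take the genes as independent, though all were measured on the same arrays, so they are no calibrated test. The placebo-treated mice also differed widely in Cyp17a1 (8.90 ± 0.35 against 7.05 ± 3.04). With so few markers, a loss of luteal cells and a lower expression per cell cannot be told apart. Of the 8 luteal markers tested, 4 had been picked by the study, and the adipocyte and oviduct scores left the list's median at -3.91 and -2.44.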

How the results depend on the processing

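Chosen after seeing the data were the settings with the deposited row order, with undisplaced clusters alone and with an adipocyte or oviduct score as a covariate. So were those without the 2 ovary arrays highest in oviduct transcripts and with the mouse as a block across tissues. All values were already on the log2 scale, so the planned change of a pseudocount did not apply, and genes above the array's median in fewer than 3 of 6 arrays were not tested, so that Sult1e1 in the ovaries and Cyp11a1 in gonadal fat have no call. Median centring, the mean of a gene's clusters and an intensity trend in limma moved neither tissue's total of dysregulated genes by over 1.5 times. Quantile normalization and either filter did not do so either. Each of the 48 named genes called in the ovaries and of the 70 called in gonadal fat kept its direction in every fit that left out 1 array, but 39 and 41 of them lost their call in at least 1. With all genes in the test and no filter 14 and 8 lost it, after quantile normalization 4 and 11, with all 12 arrays in 1 fit 5 and 7, and with an intensity trend 0 and 6. In the ovaries 38 lost it with the adipocyte score, 0 with the oviduct score and 45 without the 2 arrays highest in oviduct transcripts. In gonadal fat 15 of the 56 that could be tested in the deposited order lost it. The named genes past the threshold numbered 20, 26 and 9 without ovary DHT replicates 1, 2 and 3 and 34, 22 and 24 without ovary control replicates 1, 2 and 3. In gonadal fat they numbered 54, 31 and 53 without DHT replicates 1, 2 and 3 and 51, 51 and 38 without control replicates 1, 2 and 3. Such a fit holds fewer arrays, and beyond that the cause of these changes was not tested, nor was that of the changes below.

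Dysregulated genes in the ovaries (62) numbered 105 with SAM, 107 with all 12 arrays in 1 fit and 99 with the criteria of the paper's methods. They numbered 36 at an adjusted p of at most 0.05, 21 with the adipocyte score as a covariate and 84 with the oviduct score. Without the 2 arrays highest in oviduct transcripts they numbered 5. Leaving out 1 array gave 14 to 92: 30, 33 and 14 without DHT replicates 1, 2 and 3, and 92, 38 and 34 without control replicates 1, 2 and 3. The lipid genes among them (8) numbered 16 each with SAM, with all 12 arrays in 1 fit and with the criteria of the paper's methods. They numbered 3 at an adjusted p of at most 0.05, 5 with no filter, 4 with the adipocyte score and 8 with the oviduct score. Without the 2 arrays highest in oviduct transcripts there were 0, and with 1 array left out 0 to 15. The latter were 1, 3 and 0 without DHT replicates 1, 2 and 3, and 15, 2 and 2 without control replicates 1, 2 and 3. In gonadal fat the count (110) was 65 with undisplaced clusters alone, and leaving out 1 array gave 69 (without DHT replicate 2) to 115, with 6 (without DHT replicate 2) to 14 lipid genes against 12, which were 6 each in the deposited row order and with undisplaced clusters alone. Genes in both tissues (5) numbered 2 in the deposited row order, 2 with undisplaced clusters alone, 2 with the adipocyte score and 5 with the oviduct score. Without the 2 ovary arrays highest in oviduct transcripts there were 0. With 1 array left out there were 3 (without ovary DHT replicate 3) to 6. Genes whose effect differed between tissues (1112) numbered 534 at an adjusted p of at most 0.05, 1150 with the mouse as a block, which changed no call of those named except that of Anxa1, and 536 to 2050 with 1 array left out: 690, 578 and 680 without ovary DHT replicates 1, 2 and 3, 551 and 536 without ovary control replicates 2 and 3, and 602, 2050 and 661 without gonadal fat DHT replicates 2 and 3 and control replicate 3.

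With the replicate number as a block within each tissue, 3 genes were dysregulated in the ovaries with 0 lipid genes, 1 gene was shared by both tissues and 706 genes differed between tissues, while gonadal fat had 132. The numbers do not pair DHT-treated with placebo-treated mice: after removal of group means, arrays of the same number had an r across genes of 0.411, -0.179 and -0.525 in the ovaries and of 0.268, -0.184 and -0.173 in gonadal fat, and not every array correlated best with the array of its own number. Of the 48 named genes called in the ovaries 45 lost their call with this block, and of the 70 in gonadal fat 2 did. The cause was not tested.

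Of the lists behind the paper's statements, those for fatty acid synthesis (-0.65), lipolysis (-0.27) and acyl-CoA metabolism (-0.28) in the ovaries and for fatty acid synthesis (-0.83), lipolysis (0.23), lipid uptake (0.16), acyl-CoA metabolism (-0.14) and membrane lipid breakdown (0.0666) in gonadal fat kept these medians but did not pass with an estimated correlation (adjusted p of 0.109 in the ovaries and 0.461 to 0.494 in gonadal fat). With fry, fatty acid synthesis (-0.83), lipolysis (0.23), membrane lipid breakdown (0.0666, all with an adjusted p of 0.137) and acyl-CoA metabolism (-0.14, adjusted p = 0.276) in gonadal fat did not pass. In gonadal fat, lipolysis and membrane lipid breakdown did not pass after quantile normalization (0.17 and 0.0615) or with a stricter filter (0.23 and 0.0666), nor lipolysis with all 12 arrays in 1 fit (0.23) or without DHT replicate 1 (0.25, adjusted p = 0.219). Acyl-CoA metabolism and membrane lipid breakdown there did not pass in the deposited order (-0.0621 and 0.0138) or with undisplaced clusters alone (-0.0621 and 0.0416), and membrane lipid breakdown in the ovaries passed with the adipocyte score (-0.15, adjusted p = 0.031). With 1 array left out, the medians ran from -0.69 to -0.47 for fatty acid synthesis, -0.34 to -0.25 for lipolysis, -0.05 to 0.02 for lipid uptake, -0.34 to -0.21 for acyl-CoA metabolism and -0.05 to 0.02 for membrane lipid breakdown in the ovaries. In gonadal fat they ran from -1.24 to -0.70, 0.17 to 0.27, 0.09 to 0.22, -0.30 to -0.09 and 0.02 to 0.13 for the same lists.

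Reversed signs were seen in the deposited row order for Adap2 (-0.25), C7 (-0.0555), Ghr (-0.0679), Npr3 (-0.28), Pkp2 (-0.0817), Pnpla3 (0.17) and Rgcc (-0.28) in gonadal fat, where the displacement puts other genes' values under these names. In the ovaries they were seen for oocyte markers without DHT replicate 1 (-0.10, adjusted p = 0.0458), and with the adipocyte score as a covariate for proliferation (0.32) and macrophage markers (-0.24), and, in the direction of the test with a median of -0.0474, for the adipocyte genes the score is drawn from.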

Differences from the paper's values

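The settings with the adipocyte score named here were chosen after seeing the values. At the criteria the paper's results state, the counts from limma lay within 1.5 times the paper's: 62 genes in the ovaries against the paper's 66, 110 in gonadal fat against its 115, and 5 shared genes against its 6. The paper's methods name SAM, and with a SAM statistic the counts here were 105, 134 and 5, so the ovary count lay further from the paper's. It was 107 with all 12 arrays in 1 fit and 36 at an adjusted p of at most 0.05. The paper's methods give a fold change of 2 with a p of at most 0.01 in place of the criteria of its results, under which the counts here were 99 and 123.

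The paper lists Ptgr1 among the genes altered in both tissues, while in gonadal fat it had a log2 fold change of -0.08 (adjusted p = 0.731) and no setting that was run called it there; in the ovaries it rose by 1.18 (adjusted p = 0.0553). The paper gives Sult1e1 as higher in the ovaries and shared with gonadal fat. In the ovaries it was left out here by the filter on low values. Without the filter it was higher by at least 0.62 and did not pass (limma adjusted p = 0.116, from the values as measured). That bound raises its placebo mean of 2.45 to the array medians (mean 4.37), so the measured change was larger than 0.62. In gonadal fat Sult1e1 rose by at least 3.43 (adjusted p = 0.0014). A symbol Ptgr, also listed as shared, and Adora1 could not be matched to a transcript cluster of their own. Rgcc and E030003E18Rik passed the criteria in both tissues here and are not named by the paper as shared, and Rgcc lost its call in the ovaries in 5 of the 6 fits that left out 1 array. Col6a5, C7 and Kit were shared in both accounts.

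The paper gives lower membrane-lipid catabolism in the ovaries, while the list of membrane lipid breakdown had a median of -0.02 and did not pass (camera adjusted p = 0.541). It passed under 1 setting, with the adipocyte score as a covariate (-0.15, adjusted p = 0.031), which was chosen after seeing the values and under which 10 of the study's 14 lipid genes tested lost their call. The paper gives lower neutral-lipid catabolism in gonadal fat. Here the list of lipolysis and lipid droplets went up (median 0.23, camera adjusted p = 0.0243), and no setting turned it down. That call is weak: it was lost with an estimated correlation (adjusted p = 0.461), with fry (0.137), after quantile normalization (0.135), with a stricter filter (0.166), with all 12 arrays in 1 fit (0.281) and without DHT replicate 1 (0.219), so a rise of this list is not settled. This list also mixes lipases with lipid droplet proteins such as Plin4, so its rise does not measure catabolism and need not oppose the paper's statement. The paper's sets were not used, so the lists and its sets differ in their genes. Its lower acyl-CoA metabolism in both tissues and its higher lipid import in gonadal fat have the same direction here, although these lists did not pass with an estimated correlation.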

Other observations

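The test of the loadings of oviduct transcripts and the settings with an oviduct score, without 2 ovary arrays or in the deposited row order were chosen after the results had been seen.

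In the ovaries of DHT-treated mice, genes of glutathione metabolism moved both ways: of 27 tested, 2 rose, 2 fell and 23 did not pass the test (8 higher and 5 lower when adjusted over the list alone). The glutathione transferases Gsta2 and Gsta3 rose 2.84-fold (adjusted p = 0.0146) and 2.43-fold (adjusted p = 0.0196) in limma's test, while Mgst2 and Idh1 fell, and the list did not pass (camera adjusted p = 0.541). Of 10 genes of inflammation, 2 rose, none fell and 8 did not pass the test (4 higher and none lower when adjusted over the list alone); Cxcl1, a chemokine for neutrophils, rose by 0.84 (adjusted p = 0.0775) on the log2 scale along with Vcam1. Of 8 lymphocyte markers, 1 rose, none fell and 7 did not pass the test (2 higher and none lower when adjusted over the list alone), and the 1 that rose was Cd4, by 0.47 (adjusted p = 0.096). Of 24 genes of the extracellular matrix, none rose, 3 fell and 21 did not pass the test (2 higher and 11 lower when adjusted over the list alone): Timp1, an inhibitor of matrix proteases, fell by 1.01 (adjusted p = 0.0593) and Thbs2 by 0.42 (adjusted p = 0.0778) along with Tnc. Among 10 androgen and glucocorticoid responsive genes, Fkbp5 fell by 1.20 (adjusted p = 0.0308) and Zbtb16 rose by 0.57 (adjusted p = 0.096) (2 higher and 2 lower when adjusted over the list alone), and Vwf was the 1 endothelial marker of 10 to rise, by 0.49 (adjusted p = 0.0538). None of 5 hormone receptors, Fshr and Ghr among them, passed (2 higher when adjusted over the list alone), nor any of 14 macrophage markers. Calls were lost in fits that left out 1 of 6 arrays, for Gsta2 and Gsta3 in 1, Fkbp5 in 2, Cxcl1, Thbs2, Timp1, Zbtb16 and Vwf in 5 and Cd4 in 6 of the 6 (the highest adjusted p was 0.295, for Cd4).

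Of 11 androgen and glucocorticoid responsive genes tested in gonadal fat of DHT-treated mice, 4 rose, none fell and 7 did not pass the test (10 higher and none lower when adjusted over the list alone), and the list had a median log2 fold change of 0.42 (camera adjusted p = 6.8e-08, and adjusted p = 0.461 with an estimated correlation). Besides Sult1e1 and Mt2 those that rose were the metallothionein Mt1, by 1.00 (adjusted p = 0.00749), and Fkbp5, a chaperone of steroid receptors, by 0.87 (adjusted p = 0.0481). Of 26 genes of glutathione metabolism, 3 rose, none fell and 23 did not pass the test (10 higher and 1 lower when adjusted over the list alone); Gstk1 rose by 0.87 (adjusted p = 0.0481) and Gpx1 by 0.42 (adjusted p = 0.0794) along with Mgst3, and the list had a median log2 fold change of 0.28 (camera adjusted p = 0.000845, and adjusted p = 0.461 with an estimated correlation and 0.229 with fry). Of 14 genes of thermogenic fat, 1 rose, 2 fell and 11 did not pass the test (1 higher and 3 lower when adjusted over the list alone): Ebf2, a transcription factor of brown and beige adipocytes, rose by 0.98 (adjusted p = 0.00438), and the potassium channel Kcnk3 fell by 0.70 (adjusted p = 0.0329) along with Elovl3. Of 4 hormone receptors tested, the estrogen receptor Esr1 fell by 0.67 (adjusted p = 0.0456) and the progesterone receptor Pgr by 0.69 (adjusted p = 0.0611), and the growth hormone receptor Ghr rose by 0.48 (adjusted p = 0.0725) (1 higher and 2 lower when adjusted over the list alone), with a median of -0.33 (camera adjusted p = 0.243). Asns, an enzyme of the stress response, rose by 0.57 (adjusted p = 0.0505) among 20 genes of endoplasmic reticulum stress (2 higher when adjusted over the list alone), a list with a median log2 fold change of 0.18 (camera adjusted p = 0.0245, and adjusted p = 0.461 with an estimated correlation and 0.137 with fry) whose call was lost after quantile normalization (0.229), with a stricter filter (0.191) and in the deposited row order (0.138). The endothelial junction genes Cldn5 and Cdh5 rose by 0.95 (adjusted p = 0.0318) and 0.40 (adjusted p = 0.093), and Mmp2, a matrix protease, fell by 0.88 (adjusted p = 0.0722) along with Lum. Star fell by 0.53 (adjusted p = 0.0722), Parm1 by 0.83 (adjusted p = 0.0804), Fst by 0.77 (adjusted p = 0.0255) and Nr5a2 by 0.34 (adjusted p = 0.0875), members of the lists written for ovarian cells or steroidogenesis, the last of which had a median log2 fold change of -0.09 (camera adjusted p = 0.0278, and adjusted p = 0.461 with an estimated correlation), a call lost with all 12 arrays in 1 fit (0.129) and in the deposited row order (0.155). Mt1 and Ebf2 kept their calls in every fit that left out 1 array, and calls were lost for Fst in 1, Kcnk3, Esr1 and Cldn5 in 2, Gstk1, Pgr and Asns in 3, Fkbp5 and Mmp2 in 4, Ghr, Cdh5 and Parm1 in 5 and Gpx1, Star and Nr5a2 in 6 of the 6 (the highest adjusted p was 0.334, for Cdh5).

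The first principal component of the ovary arrays held 41.1% of the variance and set DHT replicate 3 and control replicate 2 apart from the rest. A candidate explanation is oviduct tissue dissected with the ovary: the oviduct list's median loading had a percentile of 100 among 10000 random lists of 6 genes. Ovgp1, an oviduct glycoprotein, read 5.31, 10.27 and 11.32 in the DHT arrays and 5.55, 11.55 and 5.14 in the control arrays, in order of replicate, so the arrays differ in it within both groups. With the oviduct score as a covariate 84 genes were dysregulated in the ovaries, and without the 2 ovary arrays highest in oviduct transcripts 5 were. Ovgp1 was high in DHT replicate 2 as well (10.27), so leaving out these 2 arrays did not remove the oviduct transcripts. Some of these markers, the keratins among them, are also expressed by the ovarian surface, and the stage of the cycle behind each array is not given in the sources used here, so this remains a hypothesis.

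Only 1 of 10 splits of the 6 ovary arrays, the real one, gave as many as 62 dysregulated genes, and the highest other gave 27, from DHT replicate 1 with control replicates 1 and 3 against the rest, which parts the arrays by their oviduct transcripts. For the lipid genes among them 1 of 10 splits, the real one, gave 8, with 1 in the highest other. In gonadal fat 1 of 10 splits gave 110 genes with 0 in the highest other, and 12 lipid genes with 0, but 10 splits are too few for a share under 0.05 in each of these 4 cases. Arrays of the same number in both tissues go together by their correlation, and whether they share a mouse or something else was not tested. A test of both tissues therefore has to move the arrays of a number together, which leaves 10 splits as well, too few for such a share. Among them the real one gave 5 genes in both tissues, with 0 in the highest other. It gave 1112 genes whose effect differs between tissues, with 14 in the highest other. The planned test had split each tissue by itself, 100 pairs with highest others of 0 and 814. It is void because it parts arrays of the same number. The 814 came from the real ovary groups with the real gonadal fat groups exchanged, so it still holds the effect of DHT.

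Genes the paper measured by PCR in its cell models did not pass on the arrays, apart from Star, Cyp11a1, Cd36 and Col6a5. These are given elsewhere for the tissues where they passed. The arrays measured whole tissue after 60 days of DHT, and the PCR measured isolated cells in culture. In stromal cells the paper reports a rise of StAR and 3β-HSD with DHT. Whole ovaries had log2 fold changes of -2.57 for Star (limma adjusted p = 0.0471) and -0.445 for Hsd3b1 (adjusted p = 0.166). In the ovaries the log2 fold change was -0.23 (adjusted p = 0.371) for Mttp, 0.18 (adjusted p = 0.744) for Cd36, -0.09 (adjusted p = 0.873) for Ddit3, -0.33 (adjusted p = 0.323) for Hsd17b1 and 0.41 (adjusted p = 0.567) for Hsd17b3. It was 0.32 (adjusted p = 0.32) for Nr5a1, 0.87 (adjusted p = 0.135) for Nr0b1, -0.51 (adjusted p = 0.139) for Gata6 and -0.02 (adjusted p = 0.975) for Twist2. In gonadal fat it was 0.15 (adjusted p = 0.653) for Mttp, 0.24 (adjusted p = 0.287) for Ddit3, -0.15 (adjusted p = 0.632) for Hsd17b1, -0.09 (adjusted p = 0.739) for Nr5a1, -0.13 (adjusted p = 0.664) for Gata6 and 0.04 (adjusted p = 0.866) for Twist2, while Hsd3b1, Hsd17b3 and Nr0b1 lay below the filter on low values. Add1 and Srebf1 had no transcript cluster with that symbol alone.

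The other lists did not pass in the ovaries, where the median log2 fold change and the camera adjusted p were as follows: granulosa cell markers (0.05 and 0.938), theca cell markers (0.05 and 0.781), oocyte markers (0.10 and 0.124), proliferation (-0.09 and 0.346), endoplasmic reticulum stress (-0.08 and 0.103) and androgen and glucocorticoid responsive genes (0.01 and 0.953). The same values were endothelial markers (-0.05 and 0.781), smooth muscle markers (-0.32 and 0.124), skeletal muscle markers (-0.02 and 0.96), oviduct markers (0.25 and 0.533), mesothelial markers (0.10 and 0.541), mammary markers (0.10 and 0.781) and the study's gonadal fat genes (0.05 and 0.781). Medians, means and tests differ in sign there for granulosa cell markers (mean -0.05, test down), theca cell markers (test down), thermogenic fat (median -0.0044, mean 0.01, test down, camera adjusted p = 0.914), androgen and glucocorticoid responsive genes (mean -0.18), and endothelial and skeletal muscle markers (test up). In gonadal fat they were oocyte markers (-0.08 and 0.306), proliferation (-0.03 and 0.915), the extracellular matrix (-0.04 and 0.268), inflammation (0.03 and 0.867), lymphocyte markers (0.03 and 0.899), endothelial markers (0.11 and 0.215), skeletal muscle markers (-0.51 and 0.233), oviduct markers (-0.15 and 0.145) and the study's ovary genes (-0.18 and 0.233). In the muscle list control replicate 3 stood apart: Myh2 read 8.18 in it against 3.67 and 3.97 in the other control arrays, Tnnt3 7.70 against 4.57 and 4.90, and Ckm 6.58 against 5.21 and 5.51. Without that array the list's median was -0.02 (camera adjusted p = 0.157), and it was -0.90 without control replicate 1 and -0.60 without control replicate 2, where the list passed. Inflammation had a downward test there, lymphocyte markers a mean of -0.001 and the study's ovary genes a mean of 0.24, each against its median. Cholesterol synthesis had a median of -0.13 (camera adjusted p = 0.0238, and adjusted p = 0.693 with an estimated correlation and 0.569 with fry), with no gene past the test among 18, and that call was lost without DHT replicate 3 (0.304), control replicate 1 (0.10) or control replicate 3 (0.304), with all 12 arrays in 1 fit (0.128) and in the deposited row order (0.179). Among the lists that did not pass, endoplasmic reticulum stress, glutathione metabolism, mammary markers, membrane lipid breakdown, mesothelial markers, oocyte markers, oviduct markers, proliferation and smooth muscle markers in the ovaries and collagen VI, endothelial markers, extracellular matrix, fatty acid oxidation, oviduct markers, sex hormone receptors, skeletal muscle markers, the study's ovary genes and triglyceride synthesis in gonadal fat passed under at least 1 other setting. Red blood cell markers in both tissues and theca cell markers in gonadal fat had 2 members above the filter each and were not tested as lists.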
